# Circular RNA circDVL1 inhibits clear cell renal cell carcinoma progression through the miR-412-3p/PCDH7 axis

**DOI:** 10.7150/ijbs.69351

**Published:** 2022-01-24

**Authors:** Ying Wang, Yunjing Zhang, Xinwan Su, Qiongzi Qiu, Yuan Yuan, Chunhua Weng, Sailan Zou, Yan Tian, Weidong Han, Pengyuan Liu, Xingyi Guo, Jianhua Mao, Xianghui Fu, Ping Wang, Weiqiang Lin

**Keywords:** circDVL1, Renal cell carcinoma, miR-412-3p, PCDH7, biomarker

## Abstract

Clear cell renal cell carcinoma (ccRCC) is a primary kidney cancer with high aggressive phenotype and extremely poor prognosis. Accumulating evidence suggests that circular RNAs (circRNAs) play pivotal roles in the occurrence and development of various human cancers. However, the expression, clinical significance and regulatory role of circRNAs in ccRCC remain largely unclear. Here we report that circDVL1 to be reduced in the serums and tissues from ccRCC patients, and to negatively correlate with ccRCC malignant features. Overexpression of circDVL1 inhibits proliferation, induces G1/S arrest, triggers apoptosis, and reduces migration and invasion in different ccRCC cells *in vitro*. Correspondingly, circDVL1 overexpression suppresses ccRCC tumorigenicity in a mouse xenograft model. Mechanistically, circDVL1 serves as a sponge for oncogenic miR-412-3p, thereby preventing miR-412-3p-mediated repression of its target protocadherin 7 (PCDH7) in ccRCC cells. Collectively, our results demonstrate that circDVL1 exerts tumor-suppressive function during ccRCC progression through circDVL1/miR-412-3p/PCDH7 axis, and suggest that circDVL1 could be a novel diagnostic and prognositc marker and therapeutic target for ccRCC.

## Introduction

Renal cell carcinoma (RCC) is an extremely lethal malignant carcinoma of the urological system and severely impacts human health 1. RCC incidence has increased in recent decades, with 73,750 new cases diagnosed in the United States in 2020 2, 3. Clear cell RCC (ccRCC), the most common and aggressive subtype of RCC, accounts for 70-75% of RCC cases 4. Importantly, more than 30% of ccRCC patients are associated with metastasis at initial diagnosis. Moreover, although radical surgery is the main treatment option for primary ccRCC, still around 40% of patients experienced relapse and metastases with 5-year overall survival of less than 10% 5, 6. These dilemmas underscore the urgent need to explore the molecular mechanisms underlying the development of ccRCC, both as diagnostic and prognostic biomarkers and as potential therapeutic targets.

Circular RNAs (circRNAs) are non-coding RNAs with single-chain closed-loop structures that make them highly stable 7, 8. Recent studies have demonstrated that circRNAs are abundant in blood 9, 10, saliva 11, and exosomes 12, indicating that they could serve as novel diagnostic biomarkers 13. Given that liquid biopsy is less invasive than traditional tissue biopsy 14, circRNAs have been considered valuable predictive tools for precision medicine 15-17. Specifically, several circRNAs, such as cricNOX4, circEGLN3 and circPRRC2A, may act as potential biomarkers for RCC diagnosis and/or prognosis, which have been summarized in our recent review 18. In addition, current research mainly focuses on the alternation of circRNA expression in ccRCC tissues 19, 20, however, their levels in liquid biopsy remain largely unknown, which hinders the exploration of potential biomarkers. Furthermore, although several circRNAs, including circHIAT1 21, circ-AKT3 22, and cRAPGEF5 23, have been shown to play important roles in the initiation and progression of ccRCC 18, systematic investigation of circRNAs implicated in ccRCC development, as well as their underlying molecular mechanisms, are still lacking.

Here, we first determined the expression of circRNAs in serum samples from ccRCC patients and healthy controls using a circRNA microarray. Significantly, we identified a novel ccRCC-associated circRNA circDVL1 (circBase ID: hsa_circ_ 0009267), which is encoded in the *DVL1* gene. CircDVL1 is significantly reduced in serum from ccRCC patients, and its expression is inversely correlated with ccRCC Fuhrman grading, suggesting the potential as a biomarker. Moreover, CircDVL1 is decreased in ccRCC tumor tissues. Correspondingly, circDVL1 can inhibit proliferation, induce cell cycle arrest, trigger apoptosis, and reduce ccRCC cell migration and invasion. Mechanistically, circDVL1 functions as a miR-412-3p sponge to upregulate PCDH7 expression. Collectively, these findings identify circDVL1 as a tumor suppressor for ccRCC and suggest its potential as both a diagnostic biomarker and a therapeutic target.

## Materials and Methods

### Clinical specimens

This study was approved by the Ethics Committee of the First Affiliated Hospital of Zhejiang University (2021-104). Eighteen matched samples of ccRCC and adjacent non-tumor tissues were collected from ccRCC patients. The specimens were quickly preserved in liquid nitrogen after the surgery and then stored at -80 °C until further use. Serum specimens from 60 ccRCC patients and 66 healthy controls were collected. Then, the samples were processed using appropriate methods, and the obtained serum was stored at -80 °C until further use.

### Cell lines and cell culture

All cell lines were purchased from the National Collection of Authenticated Cell Cultures (China). 786-O and Caki-1 cells were cultured in RPMI 1640 (HyClone), ACHN cells were cultured in MEM (HyClone), and 293T cells were cultured in DMEM (Gibco) media. All cell culture media were supplemented with 10% fetal bovine serum (Gibco) and 1% penicillin and streptomycin mixture (Gibco). Cell cultures were maintained in a humidified incubator at 37 °C and 5% CO_2_.

### CircRNA microarray analysis

CircRNA microarray profiling in serum samples was performed using an Arraystar human CircRNA Array V2 (Capital Biotechnology, China). GeneSpring software V13.0 (Agilent Technologies) was used for data summarization, normalization, and microarray quality control. CircRNAs with threshold pf fold change of ≥ 2 and ≤ -2 and *P*-value < 0.05 were regarded as statistically significant. Hierarchical cluster analysis was performed using standardized Euclidean distance with complete linkage.

### RNA sequencing (RNA-seq) and data analysis

Next-generation RNA-seq was carried out as detailed previously 24, 25. miR-412-3p and control mimic-transfected 786-0 cells were used for RNA sequencing. Library construction and bioinformatics analyses of the raw data were conducted by Novogene Co., Ltd. (Beijing, China). The RNA-seq data were deposited in Gene Expression Omnibus (GEO) under accession number GSE175492.

### RNA extraction and real-time quantitative RT-PCR (RT-qPCR)

RT-qPCR was performed as described previously 26, 27. Total RNA was isolated from serum, cells, and tumor tissues using AG RNAex Pro Reagent (AG, Hunan, China). For circRNA detection, 1 μg total RNA was digested with RNase R (3 U/μg, Epicenter Technologies, Madison, USA, Cat#RNR07250) at 37 °C for 10 min, and complementary DNA (cDNA) was generated using the HiScript II 1st Strand cDNA Synthesis Kit (Vazyme). CircRNA and mRNA expression levels were normalized to β-actin. To determine miRNA expression, reverse transcription was carried out with a miR-X^TM^ miRNA First-strand Synthesis kit (Takara Bio USA, CA, USA, Cat. #638313) with U6 (Rnu6-1) expression as an endogenous control. The relative RNA expression level was determined with the 2^-ΔΔCt^ method. All qRT-PCR analysis primers sequences are shown in Table S2.

### Plasmid construction and stable transfection

To construct the circDVL1 and circDVL1-MUT overexpression vector, the circDVL1 and mutated circDVL1 sequence were cloned into the pcDNA 3.1(+) Laccase 2 MCS Exon vector, which was ordered from Addgene (#69893) 28. ACHN and 786-O cells were transfected with circRNA and negative control vectors using Lipofectamine 3000 (Invitrogen, Carlsbad, CA). After 48 h, stably transfected cells expressing circDVL1 were selected by addition of 800 μg/mL G418 to the culture medium.

### Cell viability

Cell viability assay was determined with the CCK8 kit (Dojindo Laboratories, Kumamoto, Japan, Cat# CK04), as previously described 29. 786-O and ACHN circDVL1 overexpressing and control cells were seeded in 96-well plates. CCK8 solution (10 μL) was added at the indicated time and incubated at 37 °C for 2 h, and the absorbance was measured using a spectrophotometer.

### Colony formation

Colony formation assays were conducted as described previously 24. ACHN (800 cells/well) and 786-O cells (400 cells/well) were cultured for 10 days and subsequently fixed with 4% paraformaldehyde for approximately 30 min, followed by staining with 0.1% crystal violet solution for approximately 15 min. Clones containing more than 50 cells were counted as a single colony.

### Cell cycle analysis

Cells were synchronized in RPMI 1640 medium without FBS overnight and switched to medium with 10% FBS for the next 48 h. The cells were washed, re-suspended in 70% ethanol in PBS, and stored at -20 °C overnight. Next, cells were stained propidium iodide (PI) solution containing RNase A for cell cycle analysis.

### Apoptosis analysis

ACHN and 786-O cell apoptosis analysis was conducted with an Annexin V-FITC/PI apoptosis detection kit (Beijing Biosea Biotechnology, China) following the manufacturer's instructions.

### Cell migration and invasion assays

*In vitro,* cell migration capacity was evaluated using transwell chambers with 8 μm pore polycarbonate membranes (Millipore, MA, USA). Cell invasion assays were performed with the transwell chambers coated with 100 μL of Matrigel (BD Biosciences, USA). 786-O cells (2×10^4^) or ACHN cells (4×10^4^) were suspended in 200 μL of RPMI 1640 without serum and seeded into the upper transwell chambers, and then 600 μL of medium containing 20% FBS was added into the bottom chambers. Then, cells were cultured for 24 h to measure the migration and for 48 h to evaluate the invasion. Cells on the upper chamber were carefully scraped, and cells in the bottom compartment were fixed with 4% paraformaldehyde and stained with crystal violet. Images were obtained and cells were counted with a microscope.

### Western blot

Total protein was extracted, quantified, and separated on 10% SDS-PAGE gels, and then transferred to polyvinylidene difluoride membranes (Millipore, MA, USA), which were incubated with primary anti-glyceraldehyde 3-phosphate dehydrogenase (GAPDH) (Proteinch, 60004-1-Ig), anti-PCDH7 (Abcam, ab139274) primary antibodies at 4 °C overnight.

### Immunofluorescence staining

Cells were seeded onto coverslips for 24 h and fixed with 4% paraformaldehyde, permeabilized with 0.2% Triton X-100 for 20 min, and incubated with 5% bovine serum albumin. Next, cells were incubated with a primary antibody specific for Ki67 (1:400, ab48027, Abcam) at 4 °C overnight, and subsequently incubated with a 488-conjugated goat anti-rabbit IgG (1:150, D110088, Sangon) at 37 °C for 1 h. The cells were stained with 4′,6-diamidino-2-phenylindole (DAPI), and images were obtained with a Leica fluorescence microscope (DM4000).

### *In vivo* tumor formation and Ki67 staining

Six-week-old male BALB/c nude mice (purchased from Shanghai SLAC) were divided into 2 groups (n = 5 for each group). Mice were inoculated with approximately 3×10^6^ control cells or circDVL1 overexpressing ACHN cells by subcutaneous injection. Tumor size was measured with a sliding caliper every 3 days, starting day 6 after the injection. Tumor volume was calculated as length × width × height/2. All experiments were conducted according to the Guidelines for the Care and Use of Laboratory Animals (NIH publication 80-23, revised 1996) and were approved by the Animal Care Committee of Zhejiang University, Hangzhou, China.

### Fluorescence *in situ* hybridization (FISH)

A circDVL1 double-digoxigenin (DIG)-horseradish peroxidase (HRP) probe (Exon Biotechnology, Guangzhou, China) was synthesized. Control and circDVL1 overexpressing ACHN cells were cultured on cover slides and incubated with the labeled probe at 37 °C for 24 h. After washing, the slides were incubated in an anti-DIG secondary antibody at 37 °C for 1 h. A tyramine signal amplification method was used to detect circDVL1 signals, and cells were counterstained with DAPI. For co-FISH, cover slides were incubated with DIG-labeled circDVL1 and biotin-labeled miR-412-3p.

### RNA immunoprecipitation (RIP) assay

RIP assays were performed with the Magna RIP™ RNA-Binding Protein Immunoprecipitation Kit (Millipore, MA, USA). 786-O cells were lysed in complete RIP lysis buffer and then incubated with immunoprecipitation buffer containing magnetic beads which were conjugated with AGO2 (Abcam, MA, USA) or IgG antibody complex at 4 °C overnight. Then, immunoprecipitated RNAs were tested by RT-qPCR.

### Dual-luciferase reporter assay

CircDVL1, PPM1H-3'UTR, PCDH7-3'UTR sequences, which contained mutated miR-412-3p binding sites, and their corresponding mutated sequences, were synthesized and then subcloned into the luciferase reporter vector psiCHECK-2 (Promega) to produce the circDVL1-WT, circDVL1-Mut1, circDVL1-Mut2, PPM1H-3'UTR-WT, PCDH7-3'UTR-WT, PCDH7-3'UTR-Mut1, and PCDH7-3'UTR-Mut2 vectors. 

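PCDH7 encodes protocadherin-7, an adhesion protein of the cadherin family, and PPM1H encodes a metal-dependent serine/threonine phosphatase. A miRNA pairs with an mRNA mainly through its seed, a short stretch near its 5′ end. For miR-412-3p, a seed match reads GGTGAAG (7mer-m8), GTGAAGA (7mer-A1) or GTGAAG (6mer) on the mRNA strand, written in DNA letters. The matches were located in GRCh38 with the GENCODE 29 annotation and carry no measurement. PCDH7 lies on chromosome 4, plus strand, from 30720415 to 31146805. The 3′UTR of its transcript ENST00000511884.6 is 3956 nucleotides long and lies in exon 3, the last of 3, from 31142850 to 31146805. The wild-type sequence of Fig. 6D, TAGGGAATAACAGGTGTGAAGA in DNA letters, lies at 31144473 to 31144494, from position 1624 of this 3′UTR. Its end is a 7mer-A1 match at 31144488 to 31144494, within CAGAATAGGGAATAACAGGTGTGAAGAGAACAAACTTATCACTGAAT. A 7mer-m8 match lies further downstream at 31146436 to 31146442, within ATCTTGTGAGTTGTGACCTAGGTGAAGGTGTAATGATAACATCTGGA. A 6mer match lies at 31146598 to 31146603. PPM1H lies on chromosome 12, minus strand, from 62643982 to 62935037. The 3′UTR of its transcript ENST00000228705.6 is 4507 nucleotides long and lies in exon 10, the last of 10, from 62643982 to 62648488. It holds a 6mer match at 62645305 to 62645310 and a 7mer-m8 match at 62644501 to 62644507. The sequence around the 7mer-m8 match, on the mRNA strand, is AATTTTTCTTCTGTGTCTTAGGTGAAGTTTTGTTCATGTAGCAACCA. The text of the paper does not spell out the PPM1H sequence that was cloned.

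**Figure D1:**
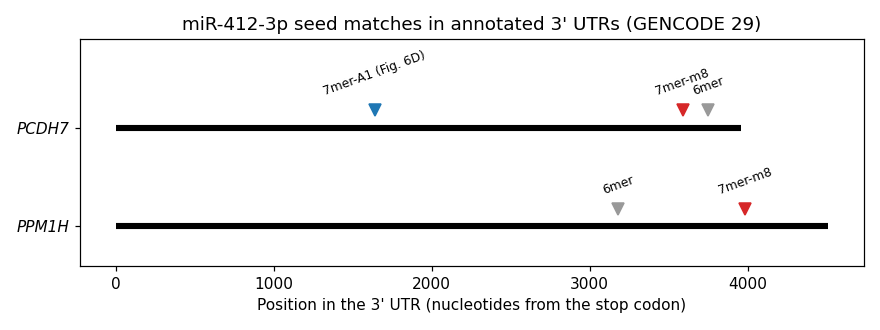
Seed matches of miR-412-3p in the 3′UTRs of PCDH7 and PPM1H. The x axis is the position in the 3′UTR in nucleotides after the stop codon, black bars are the 3′UTRs and triangles mark the start of each match: the 7mer-A1 match of Fig. 6D at 1639, the 7mer-m8 matches at 3587 (PCDH7) and 3982 (PPM1H) and the 6mer matches at 3749 (PCDH7) and 3179 (PPM1H).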

The different 3'UTR sequences of PPM1H and PCDH7 contain the 500 bp fragment containing potential miR-412-3p binding sites (flanked by 250 bp). The relative luciferase activity was assessed with a dual-luciferase reporter assay (Promega, USA). All assays were carried out in three independent replicates.

### Statistical analysis

Statistical analyses were conducted with GraphPad Prism 7.0 (GraphPad Software, La Jolla, CA). The differences between groups were assessed with Student's t-tests or one-way analysis of variance (ANOVA). Differences between groups were considered to be statistically significant when *P*-values were < 0.05.

## Results

### CircRNA expression profile and characterization of circDVL1 in ccRCC

As shown in Supplementary Fig. S1, our study was conducted in three phases, namely the discovery phase, training phase, and validation phase. To investigate the circRNA expression profile of ccRCC, we conducted a circRNA microarray (targeting 4,135 circRNAs) in serum samples from six ccRCC patients and four healthy controls. This analysis showed that 37 circRNAs were significantly differentially expressed at a threshold of nominal *P* < 0.05 and fold-change (FC) of ≥2.0 (Fig. 1A). Of these, 21 circRNAs were down-regulated in ccRCC patients compared with healthy controls, while the remaining 16 circRNAs were up-regulated (Fig. 1B). By screening the results, we selected the 18 most significantly differentially expressed circRNAs for further investigation. Initially, we designed divergent PCR primers to amplify these candidate circRNAs, and their products were verified through agarose gel electrophoresis. PCR results showed that the product sequences of hsa_circ_0030264, hsa_circ_0000118, hsa_circ_0081215, hsa_circ_0109946, hsa_circ_0009267 and hsa_circ_0063152 were singular (data not shown). To explore their implications in ccRCC progression, we evaluated the expression of these six circRNAs in three paired ccRCC samples using real-time quantitative PCR (RT-qPCR). Of the six circRNAs, hsa_circ_0009267 was ranked as the most differentially expressed circRNA (Fig. 1C) and thus was chosen for further investigation. Based on the annotation in circBase (http://www.circbase.org/), hsa_circ_0009267 is spliced from the *DVL1* gene located at chr1:1273648-1274819, and we named it circDVL1. To strengthen the potential clinical significance of circDVL1, we analyzed its expression in six normal serum samples and eight samples from ccRCC patients and found that circDVL1 expression was markedly decreased in ccRCC patients (Fig. 1D, *P* = 0.0183).

According to the annotation in circBase, circDVL1, 378 bp in length, is derived and cyclized from exons 11, 12, and 13 of *DVL1* (Fig. 1E) 30. To confirm the circular structure characteristics of circDVL1, we sequenced the PCR products of circDVL1 derived from ccRCC tumor samples. The results demonstrated the head-to-tail junction part of cirDVL1 (Fig. 1F). Hence, we further evaluated the clinical significance of circDVL1 in the validation phase.

### CircDVL1 acts as a potential serum diagnostic marker for ccRCC

We then examined serum circDVL1 levels in a validation cohort of 66 healthy participants and 60 ccRCC patients using RT-qPCR. Statistical analysis revealed that circDVL1 expression in serum from ccRCC patients was lower than in that of healthy participants (Fig. 1G, *P* < 0.0001). In addition, we grouped the ccRCC samples according to Fuhrman grading and determined the correlation with circDVL1 levels. These analyses showed that circDVL1 levels were decreased in Fuhrman grade III-IV ccRCC samples (n = 12) compared to Fuhrman grade I-II ccRCC samples (n = 48) (Fig. 1H, *P* = 0.0491). These results indicated that the expression level of circDVL1 is reversely associated with Fuhrman grade, suggesting that circDVL could be a potential diagnostic marker for ccRCC.

To determine the clinical implications of circDVL1 expression, we analyzed the association between circDVL1 expression in serum and the clinicopathological characteristics of ccRCC patients. Based on the levels of circDVL1 expression determined by RT-qPCR, 60 ccRCC patients were divided into circDVL1 low expression (n = 34) and circDVL1 high expression groups (n = 26) (Fig. 1I). The clinicopathological features of these patients are shown in Table S1. Statistical analysis showed that circDVL1 expression levels in serum were associated with Fuhrman grade (*P* = 0.05) (Table S1).

Receiver operating characteristic (ROC) curves and the corresponding area under the ROC curve (AUC) were used to evaluate the sensitivity and specificity of circDVL1 expression for ccRCC patient diagnosis by comparing cicrDVL1 expression in serum from ccRCC patients and healthy participants. The AUC value for circDVL1 expression in serum was 0.8083 (Fig. 1J). Therefore, circDVL1 could be used in potential diagnostic and prognostic applications.

### CircDVL1 inhibits ccRCC cell proliferation and induces apoptosis *in vitro*

CircDVL1 level was significantly decreased in tumor tissue and serum from ccRCC patients, suggesting that restoring its expression may prevent ccRCC tumorigenesis. Compared with 293T cells, ccRCC cells, particularly 786-O and ACHN, had markedly low basal expression levels of circDVL1 (Fig. 2A). Therefore, ACHN and 786-O cells were used to explore the effect of circDVL1 overexpression on ccRCC. To facilitate circDVL1 detection, we added RNase R to isolated total RNAs since it can digest linear RNAs with free 3' ends, but has no effect on circRNAs. This assay illustrated that circDVL1 was resistant to RNase R treatment (Fig. 2B), confirming it as a circRNA. To investigate the function of circDVL1, we constructed a circDVL1 expression vector to overexpress circDVL1 in 786-O and ACHN cells. The level of circDVL1 was effectively upregulated in 786-O and ACHN cells transfected with the circDVL1 expression vector (Fig. 2C). Subsequently, clone formation, proliferation, and immunofluorescence assays were carried out to assess the effects of circDVL1 *in vitro*. circDVL1 overexpression resulted in decreased ccRCC cell colony numbers and reduced ccRCC cell survival ability (Fig. 2D). Furthermore, the CCK-8 proliferation assay revealed that circDVL1 overexpression significantly inhibited the proliferation of 786-O and ACHN cells (Fig. 2E). Interestingly, immunofluorescence assays showed a decreased Ki67 proliferation index in 786-O and ACHN cells overexpressing circDVL1 (Fig. 2F). These data demonstrated that circDVL1 overexpression inhibits ccRCC cell proliferation.

Next, we conducted flow cytometric analyses to assess whether circDVL1 expression could affect apoptosis of 786-O and ACHN cells. Overexpression of circDVL1 induced apoptosis in 786-O and ACHN cells (Fig. 2G). Moreover, flow cytometry analysis showed that circDVL1 overexpression triggered G0-G1 arrest in 786-O and ACHN cells (Fig. 2H). Correspondingly, circDVL1 overexpression was found to decrease the levels of the cell cycle regulator CDK6 and the apoptosis regulators Bcl-2 and Bax (Fig. 2I). Additionally, transwell assays revealed that circDVL1 overexpression significantly inhibited ccRCC cell migration and invasion (Supplementary Fig. S2). Together, these data showed that circDVL1 could induce G1/S arrest, trigger apoptosis, and reduce migration and invasion in ccRCC cells *in vitro*.

### CircDVL1 prevents the growth of ccRCC tumors *in vivo*

To further explore the biological functions of circDVL1 *in vivo*, we developed tumor xenograft models in nude mice by subcutaneously injecting ACHN cells stably transfected with circDVL1 expression and control vectors (n = 5 for each group). After 15 days, we found that tumors in mice injected with circDVL1 overexpressing cells had smaller volumes and lower weights than those of the control mice (Fig. 3A-C), demonstrating that circDVL1 could inhibit ccRCC cell-derived tumor growth *in vivo*. Consistently, IHC analysis showed that Ki67 expression was decreased in circDVL1-expressing tumors compared to control tumors (Fig. 3D). These results demonstrated that overexpression of circDVL1 is sufficient to suppress ccRCC cell-derived tumor growth *in vivo*.

### CircDVL1 serves as a molecular sponge for miR-412-3p

To elucidate the circDVL1 regulatory mechanism in ccRCC cells, we performed fluorescence *in situ* hybridization (FISH) to investigate the subcellular localization of circDVL1. The FISH results demonstrated that circDVL1 was mainly localized in the cytoplasm (Fig. 4A), indicating that circDVL1 could be a miRNA sponge. To test this idea, we performed an anti-Ago2 immunoprecipitation assay in 786-O cells. RIP and RT-qPCR analysis demonstrated that endogenous circDVL1, but not DVL1, in 786-O cells was specifically enriched in Ago2-immunoprecipitates compared with IgG-control immunoprecipitates (Fig. 4B), supporting the idea that circDVL1 could bind to Ago2 and act as a miRNA sponge. Bioinformatics analysis using the MiRanda and miRWalk databases indicated that 132 potential miRNAs might interact with circDVL1. Eight potential oncogenic miRNAs were selected for further analysis, including miR-181d-3p, miR-575, miR-412-3p, miR-371a-3p, miR-663a, miR-526b-5p, miR-23a-5p, and miR-3648 (Fig. 4C). Then, we constructed wild-type psiCHECK-2 circDVL1 vectors containing binding sites for the identified miRNAs. Dual-luciferase reporter assays were carried out to evaluate the potential interaction between circDVL1 and these miRNA candidates. Among them, miR-412-3p mimics exhibited the most inhibitory effect on luciferase activity compared to the miRNA mimic negative control (Fig. 4D), and thus this miRNA was selected for further investigation.

To further confirm whether miR-412-3p could regulate circDVL1 expression, we developed circDVL1-miR-412-3p mutant1 (MUT1) and mutant2 (MUT2) vectors (Fig. 4E and F), and then cotransfected HEK 293 cells with these vectors and miR-412-3p or miR-NC mimics. The results revealed that miR-412-3p mimics repressed circDVL1-WT luciferase activity, whereas this inhibition was almost abolished in MUT1 and MUT2 expressing cells (Fig. 4G), suggesting a direct link between circDVL1 and miR-412-3p. miR-412-3p was significantly reduced in circDVL1-overexpressing 786-O and ACHN cells (Supplementary Fig. S3), and circDVL1 and miR-412-3p were primarily colocalized in the cytoplasm as shown by a co-FISH assay (Fig. 4H), further supporting the role of circDVL1 in miR-412-3p regulation. Collectively, these results showed that circDVL1 could serve as a molecular sponge for miR-412-3p thereby decreasing its expression.

### miR-412-3p promotes ccRCC cell proliferation, migration, and invasion *in vitro*

Having confirmed the link between circDVL1 and miR-412-3p, we further investigated the potential biological roles of miR-412-3p in ccRCC. It has been reported that miR-412-3p promoted colon cancer progression by enhancing cancer stem cell proliferation and metastasis 31. Firstly, we assessed the level of miR-412-3p in ccRCC cells and found that it was upregulated in ccRCC cells compared with 293T cells (Fig. 5A). Subsequently, CCK-8 proliferation, colony formation, and transwell assays showed that miR-412-3p mimics significantly enhanced proliferation, migration, and invasion of ccRCC cells (Fig. 5B-D). Moreover, western blot analysis was performed to determine the levels of proteins associated with the cell cycle and apoptosis. The results showed that 786-O and ACHN cells over-expressed with miR-412-3p had increased CDK6 and Bcl-2 levels and decreased Bax protein levels compared with control cells (Fig. 5E and Supplementary Fig. S4). Collectively, these results suggested that miR-412-3p could promote ccRCC tumor growth and progression.

Next, we cotransfected the circDVL1 overexpression vector and miR-412-3p mimics into ccRCC cells to test whether circDVL1 exerts its tumor-suppressive effects by sponging miR-412-3p. The results illustrated that miR-412-3p could partially reverse the circDVL1-mediated reduction in cell proliferation (Fig. 5F), invasion, and migration (Fig. 5G) in 786-O and ACHN cells. Next, we performed a rescue assay including four groups (vector, vector+miR-412-3p, miR-412-3p+circDVL1-OE, miR-412-3p+ circDVL1-MUT-OE). We found that circDVL1, but not MUT circDVL1, can still suppress tumor progression in the presence of miR-412-3p (Supplementary Fig. S5A and S5B). Overall, these results showed that circDVL1 inhibited ccRCC cell proliferation, invasion, and migration partly by regulating the function of miR-412-3p.

### PCDH7 is a target of miR-412-3p and suppresses ccRCC proliferation, migration, and invasion

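RNA from 786-O cells transfected with a miRNA mimic was sequenced. 786-O is a cell line from a human ccRCC that lacks functional VHL, so that hypoxia-inducible factor (HIF) is active without hypoxia. A miRNA mimic is a synthetic double-stranded RNA that enters the silencing complex like the natural miRNA, and the miR-NC mimic is its control of unrelated sequence. The 6 libraries were 3 with miR-412-3p mimic and 3 with miR-NC mimic. The sources used here do not say whether the replicates of a group came from separate transfections, so the p-values measure only the spread between these samples, which may be technical. Total counts were 19256353, 17119001 and 16566414 in miR-NC mimic replicates 1 to 3, and 15728350, 18655758 and 16395833 in miR-412-3p mimic replicates 1 to 3.

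The libraries were built and first analysed by Novogene. The submitters' processing notes name the aligner HISAT2, the transcript assembler StringTie and the genome build GRCh38, and their versions are not given in the sources used here. The authors deposited read counts for 58735 genes, whose positions all matched GENCODE 29, and FPKM values. The 15450 genes that passed edgeR's filter on low counts were tested on the counts with edgeR's quasi-likelihood test after TMM normalization. A gene was called at a Benjamini-Hochberg adjusted p under 0.05, the line drawn in Fig. 6A, with no minimum fold change. The statistics section of the paper gives Student's t-tests or ANOVA and a P-value under 0.05 for the whole study, and its text names no test and no adjustment for the RNA-seq counts. Log2 fold changes compare miR-412-3p mimic with miR-NC mimic, and levels are CPM, counts scaled to the library total times its TMM factor, as mean ± SD. The total was taken over the tested genes, and over all genes for cell type markers and in the plots of single genes. The test, the gene lists and the rule for the genes named were fixed before the data were examined. The libraries do not measure the mimic itself: MIR412, the gene of the miRNA precursor, had a count of 0 in all 6.

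The libraries differed in how the counts followed the GC content of the genes. The rank correlation of a gene's deviation from its mean with its GC content was 0.468, 0.401 and -0.0564 in miR-NC mimic replicates 1 to 3, and -0.130, -0.167 and -0.455 in miR-412-3p mimic replicates 1 to 3. These correlations are across genes, which are not independent replicates. Across genes, the log2 fold change had a rank correlation of -0.433 with GC content.

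**Figure D2:**
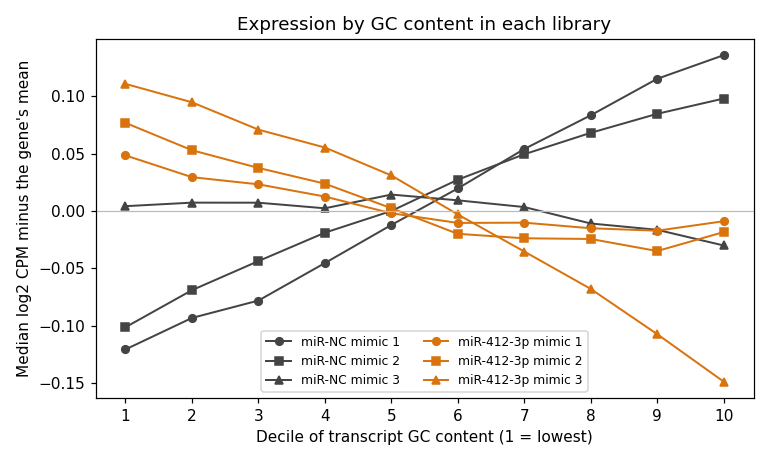
Deviation of each library from the mean of the 6 libraries by GC content. The x axis is the decile of GC content of the tested genes and the y axis the median log2 CPM minus the gene's mean over the libraries, with 1 line per library. In the highest decile the libraries lie between -0.15 (miR-412-3p mimic 3) and 0.14 (miR-NC mimic 1).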

To explore the signaling network involving circDVL1, miR-412-3p and its targets in ccRCC, we used RNA sequencing (RNA-seq) to identify potential miR-412-3p target genes in miR-412-3p overexpressing and miR-NC control cells. 

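With miR-412-3p mimic, 342 genes were lower in 786-O cells than with miR-NC mimic, of which 321 were protein-coding. LAMA5, a laminin chain of the basement membrane, PAPLN, a protein of the extracellular matrix, and CD82, a tetraspanin known as a suppressor of metastasis, were among them. Most changes were small: the median log2 fold change of the lower genes was -0.41, and 16 of them were at least 2-fold lower. LAMA5 was at 153 ± 16.7 CPM (SD, n = 3) with miR-NC mimic and 80.6 ± 12.8 CPM (SD, n = 3) with miR-412-3p mimic. Its log2 fold change was -0.93 (standard error 0.10, adjusted p = 0.000232 from edgeR's quasi-likelihood test). CD82 fell from 20.1 ± 2.57 to 9.72 ± 0.582 CPM, a log2 fold change of -1.04 (standard error 0.12, adjusted p = 9.82e-05). PAPLN fell from 38.5 ± 3.20 to 19.8 ± 2.33 CPM, a log2 fold change of -0.96 (standard error 0.10, adjusted p = 3.76e-05). CTSS, the lysosomal protease cathepsin S, had a log2 fold change of -1.05 (standard error 0.16, adjusted p = 0.00146). LAPTM5, a lysosomal membrane protein, had a log2 fold change of -1.54 from a low level of 3.17 CPM (standard error 0.28, adjusted p = 0.00596). ATP8B4, a phospholipid flippase, had the largest fall among protein-coding genes with a mean of at least 1 CPM and values that do not overlap (log2 fold change -1.55, adjusted p = 0.0135), at 2.32 CPM with miR-NC mimic, and lost its call without miR-NC mimic replicate 1 (adjusted p = 0.116). The spread between replicates was smaller than the difference for each of these genes, and each but ATP8B4 kept its call when any 1 library was left out. The median GC content was 56.5% in the lower genes and 48.2% in the genes not called. The number of lower genes was 1520 with the replicate number as a block in the fit, 77 with the GC trend of each library removed, a correction chosen after seeing the data, and 871 with both. It was 40, 162 and 205 without miR-NC mimic replicate 1, 2 or 3, and 202 and 564 without miR-412-3p mimic replicate 1 or 3.

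**Figure D3:**
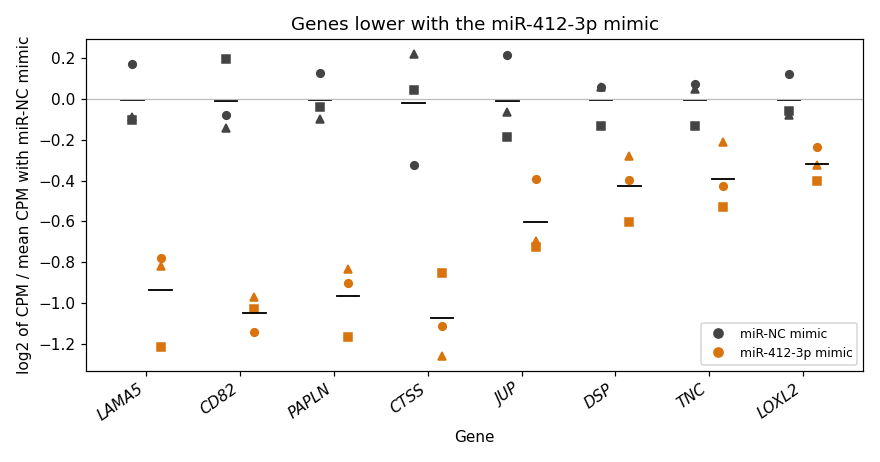
Genes lower with miR-412-3p mimic. The y axis is log2 of CPM divided by the mean CPM with miR-NC mimic, each point is 1 library (circle, square and triangle for replicates 1 to 3) and bars are group means; for LAMA5, CD82 and PAPLN the 3 miR-412-3p mimic libraries lie about 1 unit below the 3 miR-NC mimic libraries.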

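Of 11 tested genes of the protocadherin, FAT and CELSR families, which encode adhesion proteins related to the cadherins, 4 fell with miR-412-3p mimic and none rose (6 lower and 1 higher when adjusted over the list alone and with the replicate block): CELSR1, CELSR2 and FAT4, large cadherins that act in planar cell polarity and in contacts between cells, and PCDH7. The log2 fold change was -0.40 for CELSR1 (adjusted p = 0.0202), -0.49 for CELSR2 (adjusted p = 0.0363) and -0.38 for FAT4 (adjusted p = 0.0497, from edgeR's test as for the other genes). The protocadherin list had a median log2 fold change of -0.38, with adjusted p = 0.0124 in limma's camera, a test of a list against all other genes with a preset correlation between genes, adjusted p = 0.884 with an estimated correlation and adjusted p = 0.342 in fry, a test of whether the genes of a list move one way. The list holds PCDH7, which the paper chose as lower on these samples, and was not tested without it. Of 25 targets of HIF, 3 fell, among them NDRG1 and CCND1, IGFBP3 rose and 21 did not pass (6 lower and 2 higher when adjusted over the list alone, 7 lower and 2 higher with the replicate block). NDRG1, a stress response gene, had a log2 fold change of -0.38 (adjusted p = 0.0264), and CCND1, the G1 cyclin D1, of -0.27 (adjusted p = 0.0336). The HIF list had camera adjusted p = 0.0404, with a median of -0.09, adjusted p = 0.612 with an estimated correlation and adjusted p = 0.000515 in fry. With the GC and gene length trends removed its camera adjusted p was 0.0540, and 0.0608 with the replicate block as well. Of 25 genes that build chondroitin and heparan sulfate chains, CHPF and CHST11 fell and none rose (3 lower when adjusted over the list alone, 10 lower and 1 higher with the replicate block). CHPF, a chondroitin polymerizing factor, fell from 95.8 ± 7.05 to 71.3 ± 3.41 CPM, with adjusted p = 0.00594. This list had a median of -0.12 and camera adjusted p = 0.0404, adjusted p = 0.612 with an estimated correlation, adjusted p = 0.105 in fry, and adjusted p = 0.296 with the GC trend removed. It holds CHST11, which the paper also chose as lower on these samples, and was not tested without it. In the epithelial junction list of 19 genes, JUP (plakoglobin, log2 fold change -0.60, adjusted p = 0.00594) and DSP (desmoplakin, -0.42, adjusted p = 0.0135) fell and EPCAM rose (3 lower and 1 higher when adjusted over the list alone, 5 lower and 1 higher with the replicate block). The list as a whole did not pass in camera (adjusted p = 0.0604) and passed in fry (adjusted p = 0.0386). With the replicate block its camera adjusted p was 0.0292, or 0.884 with an estimated correlation and 0.137 with the GC trend removed. In the Wnt/beta-catenin list of 27 genes, the co-receptor LRP5 and the receptor FZD1 fell (4 lower when adjusted over the list alone, 7 with the replicate block), at camera adjusted p = 0.0544 for the list. Of 23 mesenchymal and invasion genes, TNC (tenascin C), LOXL2 (a collagen cross-linking enzyme) and ITGB3 (an integrin) fell, and COL1A1 and VIM rose (3 lower and 3 higher when adjusted over the list alone, 5 and 5 with the replicate block), at camera adjusted p = 0.772. ITGB3 shares 56.2% of its 50-base stretches with the overlapping gene AC068234.1, so its count is uncertain. The median GC content was taken over all listed genes, tested or not, so it does not describe the tested genes alone. It was 46.3% in the protocadherin list, 49.8% in the HIF list, 53.4% in the chondroitin and heparan sulfate list, 55.7% in the epithelial junction list, 52.8% in the Wnt list and 47.1% in the mesenchymal list. With the GC trend of each library removed, IGFBP3, JUP, DSP, EPCAM and COL1A1 kept the call, and the adjusted p of CELSR1, CELSR2, FAT4, NDRG1, CCND1, CHPF, CHST11, LRP5, FZD1, TNC, LOXL2, VIM and ITGB3 lay between 0.0639 for CHST11 and 0.245 for LRP5. The log2 fold change then went from -0.38 to -0.41 for FAT4, from -0.39 to -0.38 for CHST11 and from -0.33 to -0.32 for FZD1. It went from -0.35 to -0.21 for LRP5, from -0.40 to -0.27 for CELSR1 and from -0.49 to -0.36 for CELSR2. For CHPF it went from -0.43 to -0.28, for LOXL2 from -0.32 to -0.21 and for NDRG1 from -0.38 to -0.32. For TNC it went from -0.38 to -0.31, for ITGB3 from -0.55 to -0.48 and for CCND1 from -0.27 to -0.23. With the replicate block as well, all of these genes passed, the highest adjusted p being 0.0181 for ITGB3.

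The list calls ended at adjusted p = 0.0549 and 0.0719 for the protocadherins without miR-NC mimic replicate 3 or miR-412-3p mimic replicate 2, and for HIF targets at 0.0805, 0.0749, 0.114, 0.0540 and 0.0599 without miR-NC mimic replicate 2 or 3 or miR-412-3p mimic replicate 1, 2 or 3; for chondroitin and heparan sulfate genes they ended at 0.0579, 0.118, 0.0832 and 0.103 without miR-NC mimic replicate 1 or 2 or miR-412-3p mimic replicate 1 or 2, and the Wnt list passed at 0.0206 without miR-412-3p mimic replicate 3. CELSR1, CELSR2, FAT4, NDRG1, CCND1, JUP, DSP, EPCAM, LRP5, FZD1, TNC, LOXL2 and ITGB3 lost the call without miR-NC mimic replicate 1 (adjusted p from 0.0508 for JUP to 0.251 for FZD1), and some also without another library, with the highest adjusted p at 0.104 for CCND1 without miR-NC mimic replicate 2, 0.156 for FAT4 without replicate 3, and 0.141 for CCND1, 0.144 for FAT4 and 0.0545 for FZD1 without miR-412-3p mimic replicate 1, 2 and 3.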

RNA-seq data identified 392 mRNAs that were downregulated in miR-412-3p overexpressing 786-O cells (Fig. 6A). We conducted bioinformatics analysis to identify predicted targets of miR-412-3p by using the TargetScan and miRDB databases. Venn analysis of RNA-seq data, TargetScan, and miRDB revealed nine overlapping genes: *SEMA4D*, *DAG1*, *PPM1H*, *ELMSAN1*, *ZBTB20*, *CHST11*, *PCDH7*, *PTPN14*, and *SMAD3* (Fig. 6B). 

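All 9 genes were lower on average with miR-412-3p mimic, and for each of them the 3 miR-412-3p mimic libraries lay below the 3 miR-NC mimic libraries. Chance separates 3 libraries from 3, in either direction, in 10% of genes, and 25.8% of the tested genes were separated. SEMA4D, PPM1H, DAG1, PCDH7, ELMSAN1 and CHST11 passed the test over all genes, and PTPN14, SMAD3 and ZBTB20 did not. All 9 passed when adjusted over the list alone, which is not independent evidence because the paper chose the list on these samples. SEMA4D (ENSG00000187764), a membrane-bound semaphorin, was at 94.1 ± 4.58 CPM (SD, n = 3) with miR-NC mimic and 69.5 ± 3.71 CPM (SD, n = 3) with miR-412-3p mimic. Its log2 fold change was -0.44 (standard error 0.07, adjusted p = 0.00344 from edgeR's quasi-likelihood test). PPM1H (ENSG00000111110) fell from 18.6 ± 1.31 to 12.3 ± 0.557 CPM, a log2 fold change of -0.60 (standard error 0.11, adjusted p = 0.00596). PCDH7 (ENSG00000169851) fell from 9.07 ± 0.979 to 5.80 ± 0.775 CPM, a log2 fold change of -0.65 (standard error 0.15, adjusted p = 0.0233). DAG1, which encodes the laminin receptor dystroglycan, fell from 177 ± 1.12 to 141 ± 11.4 CPM (log2 fold change -0.33, adjusted p = 0.0191). ELMSAN1, a subunit of a histone deacetylase complex, had a log2 fold change of -0.32 (adjusted p = 0.0282), and CHST11, a chondroitin sulfotransferase, of -0.39 (adjusted p = 0.0302). PTPN14, a tyrosine phosphatase, was at 321 and 271 CPM (log2 fold change -0.24, adjusted p = 0.0702, and 0.000376 with the replicate block). SMAD3, which carries TGF-beta signals, was at 464 and 403 CPM (log2 fold change -0.20, adjusted p = 0.0950, and 0.00232 with the replicate block). ZBTB20, a transcriptional repressor, was at 7.99 ± 2.47 and 3.78 ± 1.85 CPM (log2 fold change -1.09, adjusted p = 0.0997, and 7.48e-05 with the replicate block). ZBTB20 shares 56.0% of its 50-base stretches with the gene AC093010.3, so its count is uncertain. The list's median log2 fold change was -0.39, with camera adjusted p = 1.15e-06, adjusted p = 0.612 with an estimated correlation and adjusted p = 0.0450 in fry, and its median GC content was 49.0%.

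The longest annotated 3′UTRs of SEMA4D, DAG1, ELMSAN1, PTPN14 and ZBTB20 hold 8mer seed matches (GGTGAAGA). The match in SEMA4D lies on chromosome 9, minus strand, at 89377414 to 89377421, in exon 16, within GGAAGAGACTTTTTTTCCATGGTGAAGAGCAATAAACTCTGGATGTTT on the mRNA strand. The match in DAG1 lies on chromosome 3 at 49534251 to 49534258, in ELMSAN1 on chromosome 14 at 73718989 to 73718996, and in PTPN14 on chromosome 1 at 214353491 to 214353498. ZBTB20 holds matches on chromosome 3 at 114324858 to 114324865 and 114319178 to 114319185. SMAD3 holds 3 matches of 7mer-m8 type on chromosome 15, the first at 67191625 to 67191631, and CHST11 holds 1 at 104758521 to 104758527 on chromosome 12.

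SEMA4D and PPM1H kept the call when any 1 library was left out, while PCDH7, DAG1, ELMSAN1 and CHST11 lost it without miR-NC mimic replicate 1 (adjusted p = 0.163, 0.0901, 0.127 and 0.134) and without miR-412-3p mimic replicate 1 (0.0537, 0.0526, 0.104 and 0.0527), CHST11 and ELMSAN1 without miR-NC mimic replicate 2 (0.101 and 0.0540), ELMSAN1 without miR-NC mimic replicate 3 (0.0788), and PCDH7 and CHST11 without miR-412-3p mimic replicate 2 (0.0564 and 0.0982). Without miR-412-3p mimic replicate 3 all 9 passed, and with the GC trend of each library removed, a correction chosen after seeing the data, SEMA4D, PPM1H and PCDH7 did, PCDH7 at adjusted p = 0.0262 within a range of 0.00133 to 0.389 over all settings tried. With the GC trend removed and the replicate block, all 9 passed. From the overlap of the genes lower in these libraries with the predictions of TargetScan and miRDB, the paper takes the 9 genes as potential targets of miR-412-3p and carries them to RT-qPCR.

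**Figure D4:**
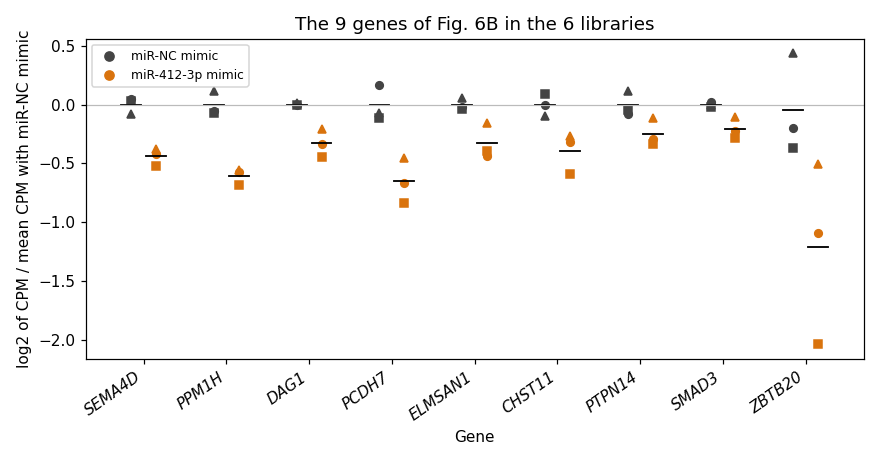
The 9 genes of Fig. 6B. The y axis is log2 of CPM divided by the mean CPM with miR-NC mimic, each point is 1 library (circle, square and triangle for replicates 1 to 3) and bars are group means; in every gene the 3 miR-412-3p mimic libraries lie below the 3 miR-NC mimic libraries, with the widest spread in ZBTB20.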

We next transfected the miR-412-3p mimics into ccRCC cells and determined the expression levels of potential target genes by RT-qPCR. We found that *PPM1H* and *PCDH7* expression was significantly reduced in ccRCC cells transfected with miR-412-3p mimics (Fig. 6C). To further investigate the selected targets, we constructed luciferase reporter vectors driven by the wild-type (WT) 3'-UTR sequence of *PPM1H* and *PCDH7*, which contained potential miR-412-3p binding sites (PPM1H-WT and PCDH7-WT) (Fig. 6D and Supplementary Fig. S6A). HEK-293 cells were co-transfected with these plasmids and miR-412-3p or miR-NC mimics. We observed that the luciferase activity of PCDH7-WT, but not PPM1H-WT, was inhibited by miR-412-3p (Fig. 6E and Supplementary Fig. S6B). Furthermore, we found that miR-412-3p did not affect PCDH7-MUT luciferase activity (Fig. 6E). These data suggested that the 3'UTR of PCDH7 mRNA contained a miR-412-3p binding site. Western blot analysis revealed that miR-412-3p mimics markedly decreased PCDH7 protein levels (Fig. 6F and Supplementary Fig. S6C). We next evaluated PCDH7 mRNA level in an RNA-seq data set of ccRCC tumors from The Cancer Genome Atlas (TCGA) cohort. As shown in Supplementary Fig. S6D, the results demonstrated a decrease in PCDH7 mRNA in ccRCC tumors. Next, we evaluated the expression level of PCDH7 in ACHN and 786-O cells. The results revealed that PCDH7 was downregulated in ccRCC cells compared with 293T cells (Fig. 6G). Next, we transfected 786-O and ACHN cells with siRNAs targeting PCDH7 (si-PCDH7) and negative control siRNA (Fig. 6H and Fig. 6I) and then conducted proliferation, colony formation, and transwell assays. Colony formation assays revealed that PCDH7 knockdown enhanced ccRCC cell proliferation (Fig. 6G). CCK-8 proliferation assays indicated that PCDH7 silencing significantly promoted 786-O and ACHN cell proliferation (Fig. 6K). Further, transwell assays showed that PCDH7 silencing improved the migratory and invasion capability of 786-O and ACHN cells (Fig. 6L).

### CircDVL1 inhibits ccRCC progression via the miR-412a-3p-PCDH7 pathway

In line with the regulation of circDVL1 on miR-412-3p, overexpression of circDVL1 significantly increased PCDH7 mRNA expression and protein levels (Fig. 7A, B and Supplementary Fig. S7). To investigate whether circDVL1 exerts its biological function by regulating PCDH7 expression, we performed a rescue assay. Proliferation and colony formation assays showed that PCDH7 silencing partially reversed circDVL1 suppression-induced growth inhibition in 786-O and ACHN cells (Fig. 7C and D). Similarly, PCDH7 downregulation partially reversed the circDVL1-mediated reduction in migration and invasion of ccRCC cells (Fig. 7E). Next, we performed a rescue assay including three groups (si-NC, si-PCDH7, si-PCDH7+circDVL1-OE). The analysis of proliferation and colony formation assays (**Figure S8A and S8B**) indicated an increase of the progression of ccRCC cells in PCDH7 knockdown cells can be partially suppressed by overexpression of circDVL1. Because PCDH7 knockdown only caused about 50-60% loss of PCDH7 mRNA level (Figure 6H), PCDH7 still existed in the knockdown cells and is regulated by circDVL1. Taken together, these results suggested that PCDH7, the downstream target of miR-412a-3p, partially mediates the suppressive roles of circDVL1 in ccRCC progression.

### CircDVL1 is decreased in human ccRCC tissues and correlates with miR-412a-3p and PCDH7

We examined the expression of circDVL1, miR-412-3p, and PCDH7 in 18 sets of paired ccRCC and normal adjacent specimens by qPCR. circDVL1 and PCDH7 mRNA expression was significantly downregulated while miR-412-3p were highly expressed in ccRCC tumors relative to paired normal tissue samples (P < 0.05) (Fig. 8A-C). Interestingly, Pearson correlation analysis showed a positive association between circDVL1 and PCDH7 mRNA levels in 18 paired ccRCC samples, while both circDVL1 and PCDH7 expression were negatively correlated with miR-412-3p expression (Fig. 8D-F). These results not only demonstrate the dysregulation of circDVL1, miR-412-3p, and PCDH7 in ccRCC tissues but also suggest the existence of circDVL1/miR-412-3p/PCDH7 in human ccRCC (Fig. 8G).

## Discussion

Different types of ccRCC biomarkers have been proposed and evaluated experimentally, including mRNAs 32, miRNAs 33, lncRNAs 34, and circRNAs 35. However, none of them have been confirmed as accurate diagnostic biomarkers for routine clinical use in ccRCC patients. Here, our study illustrated that circDVL1 plays an important role in ccRCC progression. First, we screened serum from ccRCC patients and healthy controls to identify differentially expressed circRNAs using a circRNA microarray. The RT-qPCR data revealed that circDVL1 was dramatically downregulated in ccRCC samples. Previous studies have shown that circRNAs could serve as latent serum biomarkers in different cancers 36, 37. For example, Bei et al. demonstrated that exosomal hsa-circ-0004771 was increased in serum collected from colorectal cancer patients 38. Nevertheless, research on the specific role of circRNA as a non-invasive biomarker in ccRCC is still limited. Our study revealed that circDVL1 was significantly downregulated in serum from ccRCC patients and that the decreased expression of serum circDVL1 may be tumor-derived. Furthermore, serum circDVL1 level had significant diagnostic value in discriminating between patients with Fuhrman grade I-II and Fuhrman grade III-IV tumors. Therefore, serum circDVL1 could be a promising diagnostic marker for ccRCC. However, several healthy patients showed low levels of circDVL1 in their serum, indicating that patient monitoring solely based on the analysis of this circulating RNA could result in false-positive results. Therefore, the value of circDVL1 as a single diagnostic marker is somewhat limited and a combination of different circulating RNAs might need to be analyzed to obtain a reliable prediction for tumor development and metastasis.

As a newly identified circRNA, the biological and pathological role of circDVL1 had not been investigated. In this study, we evaluated the role and regulatory mechanism of circDVL1 in ccRCC. Functional assays showed that overexpressed circDVL1 could decrease ccRCC cell proliferation, colony formation ability, and tumorigenic potential, likely due to increased cell apoptosis *in vitro* and suppressed tumor development *in vivo*. The data implied that circDVL1 could have a tumor suppressor function in ccRCC.

CircRNAs can promote tumor initiation and progression by acting as miRNA sponges. Hence, we examined whether circDVL1 could regulate miRNA biogenesis during ccRCC carcinogenesis. Using miRanda and miRWalk software, we found that circDVL1 had a potential binding site for miR-412-3p. Luciferase reporter assays demonstrated a direct link between circDVL1 and miR-412-3p. Previous studies have shown that miR-412-3p was involved in the pathogenesis of different cancers through various molecular mechanisms 31, 39, 40. For example, miR-412-3p had an oncogenic role in colon cancer, promoting migration, invasion, and cell proliferation of cancer stem cells 31. Moreover, miR-412-3p expression was upregulated in extracellular vesicles from oral squamous cell carcinoma (OSCC) patients 39. Similarly, our results suggested that miR-412-3p was an important tumor promoter in ccRCC.

In addition, the target of circDVL1/miR-412-3p was also identified. Protocadherins (PCDHs) are transmembrane proteins belonging to the cadherin superfamily, which play significant roles in cell adhesion and signaling pathways. PCDH7 is a member of the PCDH family and has well-established roles in cell-cell recognition and cell adhesion 41. It is generally known that loss of adhesion is an early step in tumor cell invasion and metastasis. Emerging evidence suggests that PCDH7 is aberrantly expressed in a variety of tumor types. For example, in human non-small cell lung cancer, PCDH7 was frequently overexpressed and functioned as an oncogene to induce cellular transformation and promote lung tumorigenesis by potentiating MAPK signaling 42. Conversely, PCDH7 inhibited migration and invasion of gastric cancer cells via E-cadherin 43. Moreover, reduced PCDH7 expression has been found in colorectal 44 and bladder cancers 45. These data indicated that PCDH7 had various functions in distinct tumor types. In this study, we demonstrated that PCDH7 levels were reduced in ccRCC tumor specimens. Interestingly, functional rescue experiments revealed that the tumor suppressor properties of circDVL1 are partly due to its effect on PCDH7. Our study strongly suggests the importance of circDVL1/miR-412-3p/PCDH7 regulatory axis in ccRCC progression.

This study has several limitations. We tested three specific siRNAs for endogenous circDVL1, but unfortunately, all of these siRNAs failed to knockdown circDVL1 probably due to the unique structure of this circRNA, as well as its low basal expression in ccRCC cells. In addition, our results showed that circDVL1 could be a therapeutic target in ccRCC patients, clinical studies with large cohort of patients are required to further demonstrate its clinical importance. In our study, we did not investigate the cause of the downregulation of circDVL1 in ccRCC lesions. It has been reported that RNA-binding proteins (RBPs), including quaking (QKI), epithelial-splicing regulatory protein 1 (ESRP1), and fused-in-sarcoma (FUS) are involved in the posttranscriptional formation of circRNAs 46-48. In addition, some transcription factors (e.g., ZEB1, c-Myb, and c-Jun) are also implicated in the biogenesis of specific circRNAs 49-52. Also, studies have shown that m6A modification mediates circRNA degradation. Park et al. reported that m6A-modified circRNAs were also downregulated via a YTHDF2-HRSP12-RNase P/MRP axis 53. Whether these RBPs, transcription factors, and m6A methylation are involved in the downregulation of circDVL1 remains uncertain. In our future research, we will try to explore the upstream regulatory mechanism of circDVL1 in ccRCC development and tumorigenesis.

In summary, we demonstrated that circDVL1 level was reduced in serum from ccRCC patients. Notably, we further investigated the regulatory mechanisms of circDVL1 and demonstrated that circDVL1 suppressed ccRCC tumorigenesis by promoting PCDH7 expression by sponging miR-412-3p. Therefore, our study showed that circDVL1 might be a potential therapeutic target for future ccRCC treatments.

## Supplementary Material

Supplementary figures and tables.

## Figures and Tables

**Figure 1:**
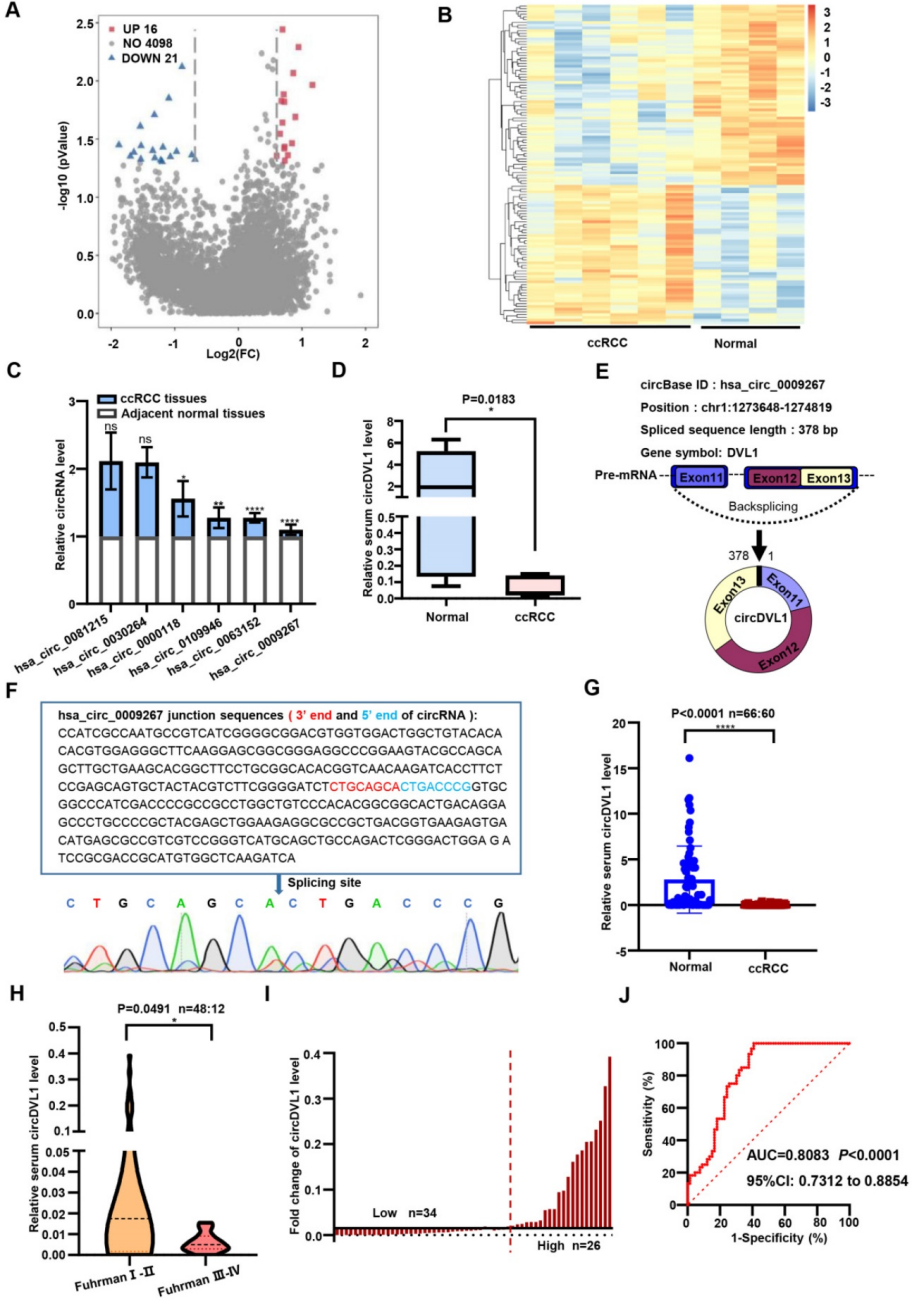
** CircDVL1 is reduced in the serum of ccRCC and could act as a potential biomarker for ccRCC diagnosis and prognosis. (A)** Volcano plot comparing the expression fold alterations of circRNAs in serum collected from ccRCC patients (n = 6) or healthy controls (n = 4). The circRNAs marked in blue and red indicate greater than two-fold changes between the different groups. **(B)** Heatmap of the clustered for differentially expressed circRNAs in ccRCC (P< 0.05), with rows representing circRNAs and columns representing serum samples. **(C)** RT-qPCR measured the expression of six circRNAs in 3 paired ccRCC and adjacent tissue samples. **(D)** Serum circDVL1 expression in ccRCC patients (n = 8) and healthy volunteers (n = 6) was determined by RT-qPCR. **(E)** The exonic information of circDVL1 (circBase ID: hsa_circ_0009267) is schematic as indicated. **(F)** The existence of circDVL1 was determined by Sanger sequencing; the blue arrow shows the back splice site. **(G)** RT-qPCR analysis the expression of serum circDVL1 in ccRCC patients (n = 60) and healthy volunteers (n = 66). **(H)** RT-qPCR analysis of serum circDVL1 expression in ccRCC Fuhrman I-II (n = 48), ccRCC Fuhrman III-IV patients (n=12). **(I)** Expression of circDVL1 in 60 patients with ccRCC serum. **(J)** ROC curve and AUC values for circDVL1 in ccRCC patients and healthy controls. Data are exhibited as mean ± SD. *P < 0.05, ** *P* < 0.01, *** *P* < 0.001, **** *P* < 0.0001.

**Figure 2:**
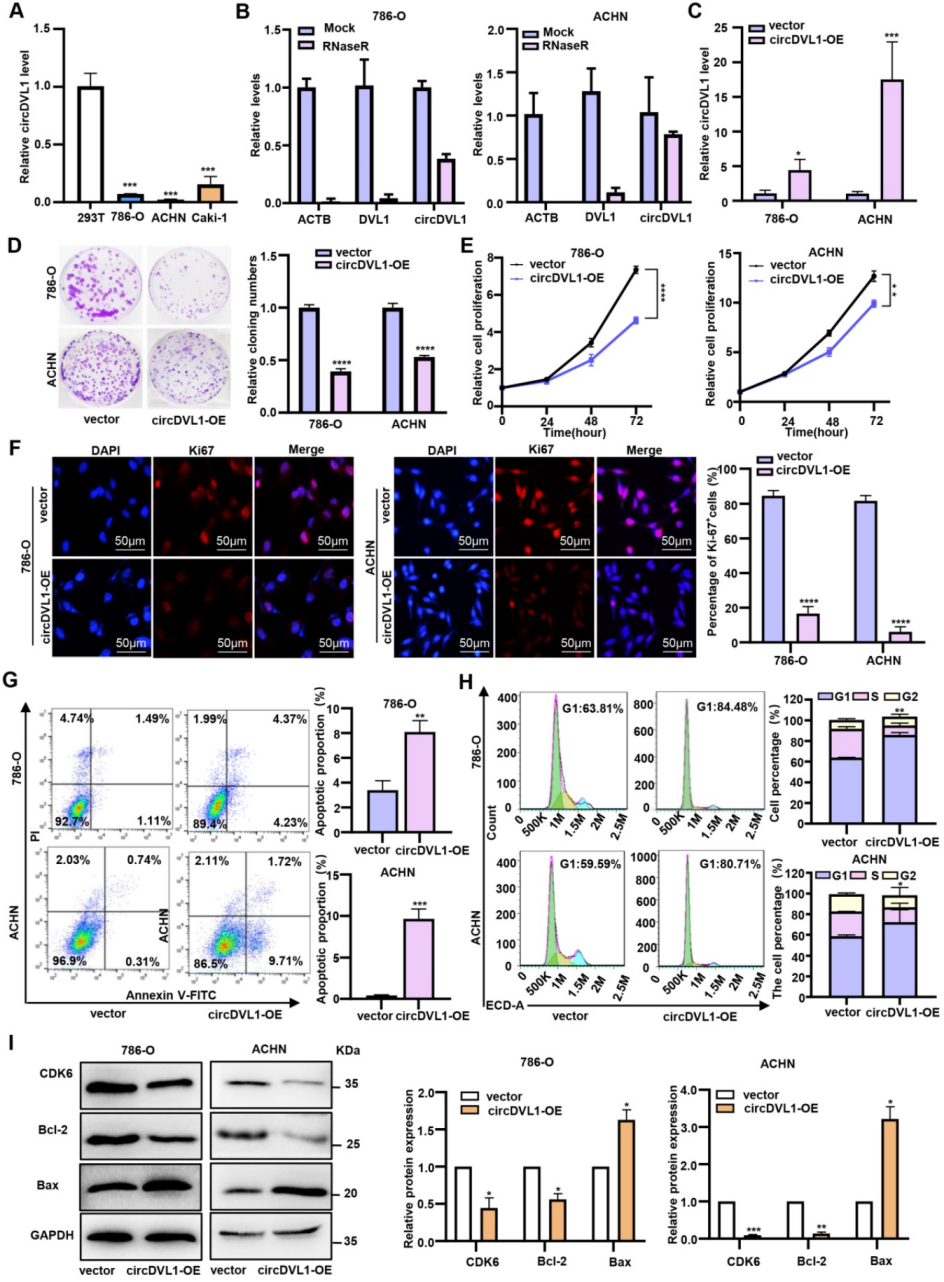
** CircDVL1 inhibits ccRCC cell proliferation and induces apoptosis *in vitro*. (A)** The expression of circDVL1 in several ccRCC cell lines and 293T cells were detected by RT-qPCR. **(B)** CircDVL1 was tolerant to RNase R. Linear RNAs β-actin (ACTB) and DVL1 were significantly decreased with RNase R, while circDVL1 was almost unaffected. Mock, absence of RNase R. **(C)** The abundance of circDVL1 in 786-O and ACHN cells transfected with circDVL1 and control vectors (Vector) was determined by RT-qPCR. **(D)** Colony formation of 786-O and ACHN transfected with circDVL1 overexpression (circDVL1-OE) or control vectors. **(E)** The proliferation ability of 786-O and ACHN transfected with circDVL1 overexpression or control vectors was assessed with the CCK-8 assay. **(F)** Ki67 expression of 786-O and ACHN transfected with circDVL1 overexpression or control vectors was assessed with immunofluorescence staining assays. Scale bars: 50 µm. **(G)** The percentage of apoptosis distributions cells in each stage was evaluated by flow cytometry. **(H)** Cell cycle profile of 786-O and ACHN transfected with circDVL1 overexpression or control vectors and quantitative analysis of results from two independent experiments are shown. **(I)** Western blot results of CDK6, Bcl-2, and Bax levels in 786-O and ACHN transfected with circDVL1 overexpression or control vectors, and quantitative analysis of results from two independent experiments are shown. GAPDH expression was served as a loading control. Data are exhibited as mean ± SD. *P < 0.05, ** P < 0.01, *** *P* < 0.001, **** *P* < 0.0001, no significant (NS).

**Figure 3:**
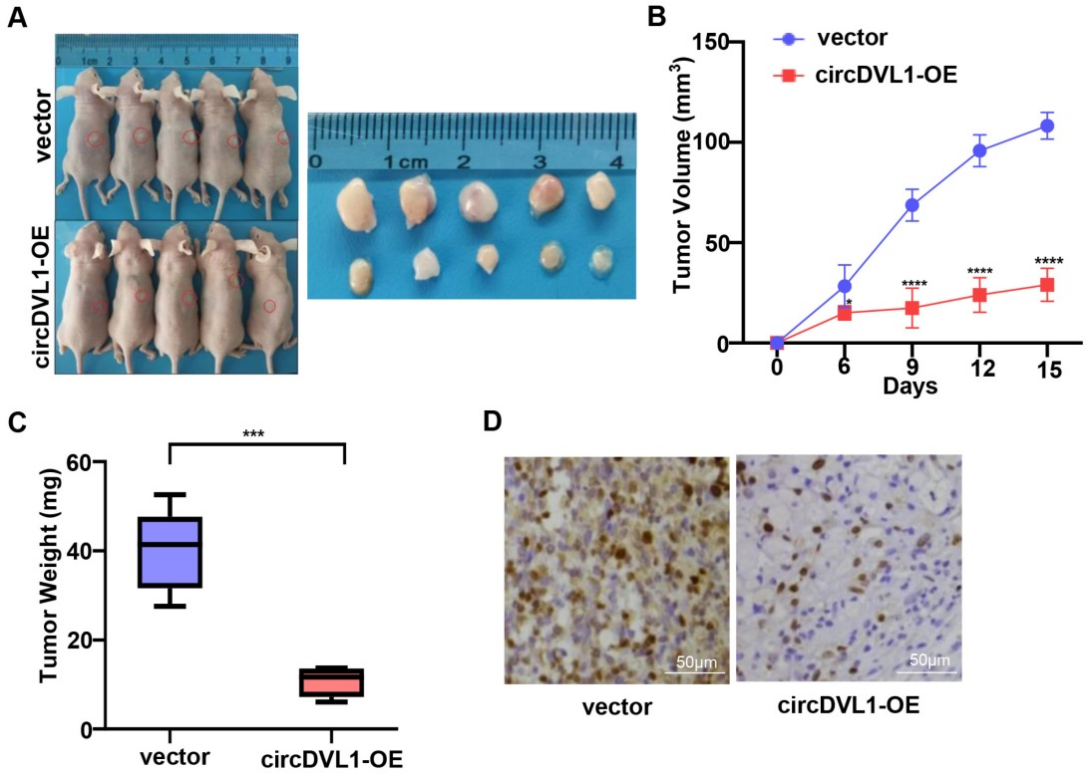
** CircDVL1 prevents the growth of ccRCC tumors *in vivo*. (A)** ACHN cells transfected with circDVL1 overexpression or control vectors were injected subcutaneously into nude mice (n = 5) as illustration. After 15 days, tumors of mice were dissected. **(B)** The volume of xenografted tumors in nude mice was calculated every 3 days. **(C)** Tumor growth was measured in the control vector and the circDVL1-overexpressing groups. Tumor weights were analyzed after removing the tumors. **(D)** IHC for Ki67 in the control vector and the circDVL1-overexpressing group. Positive cells showed distinct, brown nuclear staining. circDVL1-OE, circDVL1 overexpression. vector, negative control for overexpression. Data are exhibited as mean ± SD; *P < 0.05, ** *P* < 0.01, *** P < 0.001, **** *P* < 0.0001, no significant (NS).

**Figure 4:**
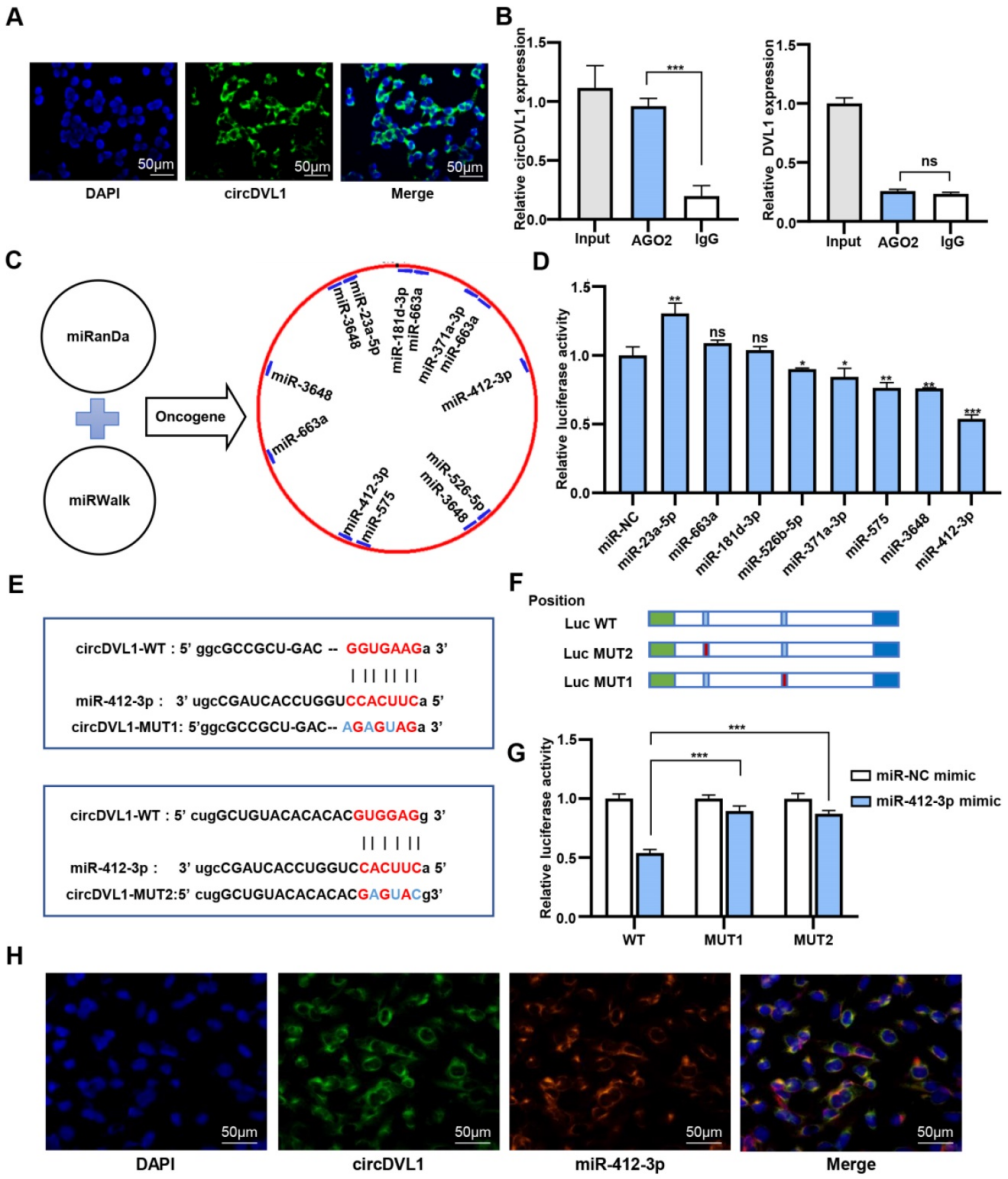
** CircDVL1 functions as a molecular sponge for miR-412-3p in ccRCC cells. (A)** FISH analysis showed that circDVL1 (green) and DAPI (blue) localized to the cytoplasm of 786-O. Scale bar: 50 µm. **(B)** RNA immunoprecipitation (RIP) and RT-qPCR assays to detect circDVL1 and DVL1 were immunoprecipitated by AGO2 and IgG antibodies in 786-O. **(C)** The schematic flowchart shows the pipelines that can detect oncogenic miRNA bound to circ-DVL1 3'-UTR via the online bioinformatics network. **(D)** Dual-luciferase reporter assays were used to evaluate candidate miRNAs associated with circDVL1 in 293T cells.** (E and F)** Sequence of Wild-type (WT) and mutated (MUT) putative miR-412-3p-binding sites in the 3'-UTR of circDVL1. **(G)** Relative luciferase activities were examined in 293T after transfection with circDVL1-WT or circDVL1-MUT and miR-412-3p mimic or miR-NC. **(H)** RNA CO-FISH assay for circDVL1 (green), miR-412-3p (red), DAPI (blue), and purple in merge in 786-O cells. miR-NC mimic was used as the miRNA mimic negative control. Scale bar, 100 µm. Data are presented as mean ± SD. *P < 0.05, ** *P* < 0.01, *** *P* < 0.001, **** *P* < 0.0001, no significant (NS).

**Figure 5:**
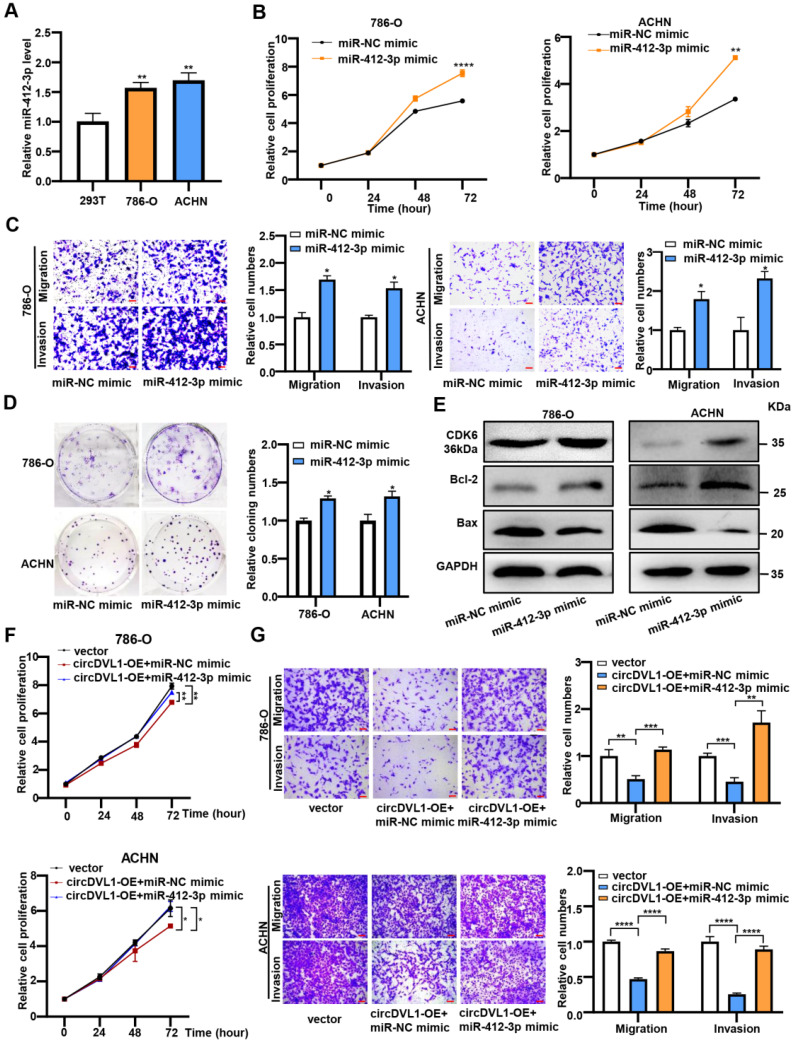
** miR-412-3p promotes ccRCC cell proliferation, migration and invasion *in vitro*. (A)** The expression levels of miR-412-3p in 786-O, ACHN, and 293T were detected by RT-qPCR. **(B)** The proliferation of 786-O and ACHN transfected with miR-412-3p mimic and miR-NC mimic was detected by the CCK-8 proliferation assay. **(C)** Transwell migration and invasion assays indicated that miR-412-3p mimic enhanced the migration and invasion capacities of 786-O and ACHN after transfection. **(D)** The colony formation ability of 786-O and ACHN transfected with miR-412-3p mimic and miR-NC. **(E)** Western blot results of CDK6, Bcl-2, and Bax levels in ccRCC cells lines after transfection with miR-412-3p mimic or miR-NC. **(F)** CCK-8 cell proliferation analysis of 786-O and ACHN cotransfected with control vectors + control mimics or circDVL1 overexpression vector + control mimics or circDVL1 overexpression vector + miR-412-3p mimics. **(G)** Transwell cell invasion and migration assay in treated 786-O and ACHN cells. Scale bar, 100 µm. circDVL1-OE, circDVL1 overexpression vector, negative control for overexpression. miR-NC mimic was used as the miRNA mimic negative control. Data are exhibited as mean ± SD. *P < 0.05, ** *P* < 0.01, *** *P* < 0.001, **** *P* < 0.0001, no significant (NS).

**Figure 6:**
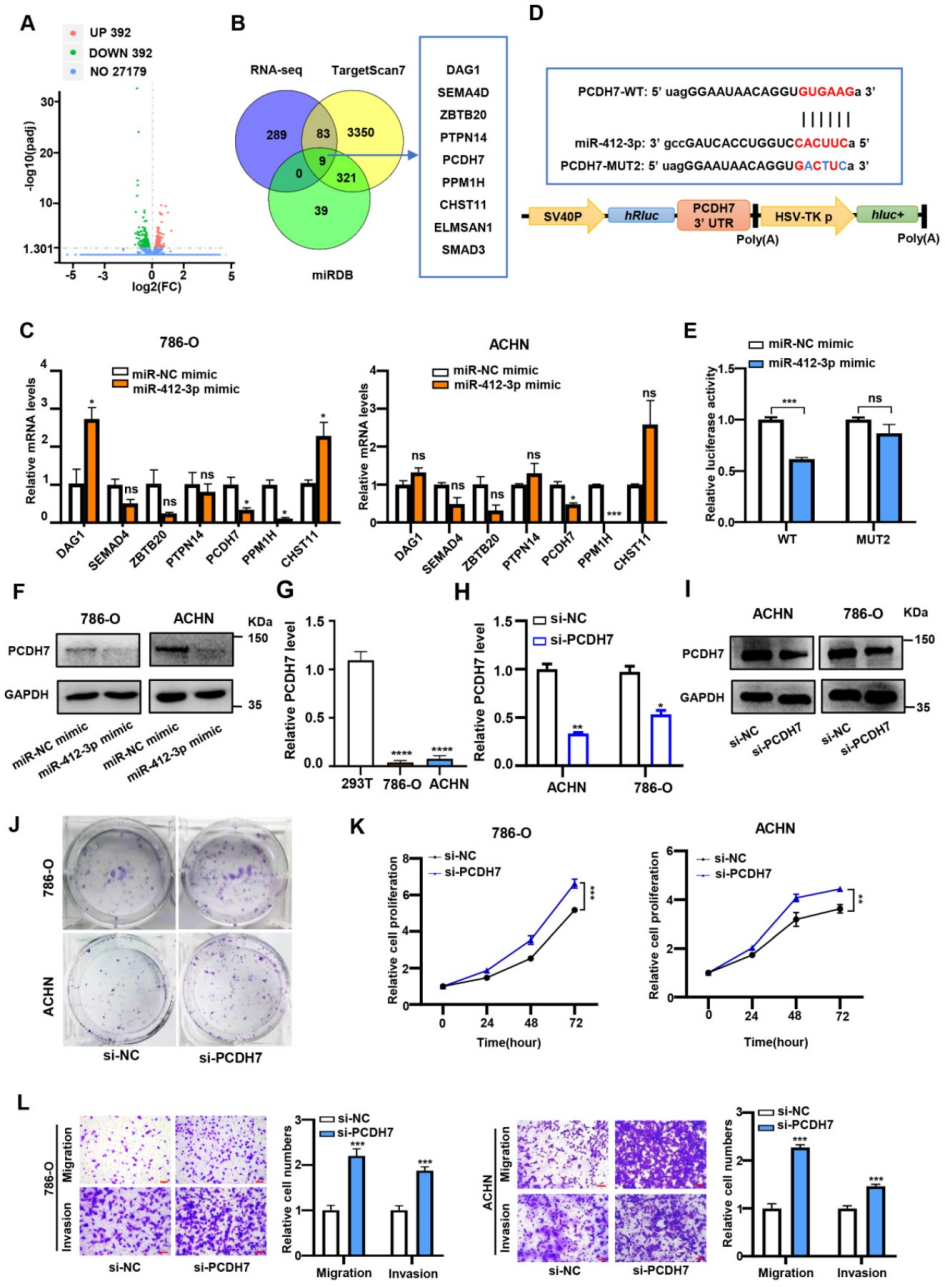
** PCDH7 is a target of miR-412-3p and suppresses ccRCC proliferation, migration and invasion. (A)** Volcano plot showing downstream genes with significantly altered expression in 786-O cell overexpressing miR-412-3p and miR-NC mimics. **(B)** Schematic illustration exhibiting the overlap between the target mRNAs and miR-412-3p as detected by TargetScan, miRDB, and RNA-seq. **(C)** 786-O and ACHN were transfected with miR-412-3p or miR-NC mimics for 48 h, and the expression of downstream genes was analyzed by qPCR. **(D)** The sequence of WT and MUT putative miR-412-3p-binding sites in the 3'-UTR of PCDH7. **(E)** Relative luciferase activities were examined in 293T after transfection with PCDH7-WT or PCDH7-MUT and miR-412-3p mimic or miR-NC. **(F)** Western blot results of PCDH7 levels in ccRCC cell lines after transfection with miR-412-3p mimic or miR-NC. **(G)** PCDH7 expression in 786-O, ACHN, and 293T was analyzed by RT-qPCR. **(H)** The relative abundance of PCDH7 in 786-O and ACHN cells transfected with si-NC and si-PCDH7 was determined by qRT-PCR. **(I)** Western blot of PCDH7 levels in ccRCC cell lines after transfection si-NC and si-PCDH7. **(J)** Colony formation ability of 786-O and ACHN cells transfected with si-NC and si-PCDH7. **(K)** The proliferation ability of 786-O and ACHN transfected with si-NC and si-PCDH7 was tested by the CCK-8 assay. **(L)** Transwell migration and invasion assays indicated that si-PCDH7 promoted migration and invasion capacity of transfected 786-O and ACHN. Scale bar, 100 µm. si-NC, siRNA for NC. si-PCDH7, siRNA against PCDH7. miR-NC mimic was used as the miRNA mimic NC. Data are exhibited as mean ± SD. *P < 0.05, ** *P* < 0.01, *** *P* < 0.001, **** *P* < 0.0001, no significant (NS).

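With miR-412-3p mimic, 305 genes were higher in 786-O cells than with miR-NC mimic, of which 282 were protein-coding. COL1A1, a chain of type I collagen, rose the most among the genes with the smallest p-values, apart from the pseudogene RPSAP47. The median log2 fold change of the higher genes was 0.33, and 2 of them were at least 2-fold higher. COL1A1 was at 50.3 ± 7.40 CPM (SD, n = 3) with miR-NC mimic and 89.9 ± 12.1 CPM (SD, n = 3) with miR-412-3p mimic. Its log2 fold change was 0.84 (standard error 0.10, adjusted p = 0.000401 from edgeR's quasi-likelihood test). IGFBP3, a secreted protein that binds insulin-like growth factors, rose from 120 ± 3.17 to 178 ± 13.5 CPM, a log2 fold change of 0.56 (standard error 0.07, adjusted p = 0.000301). CYP1B1, a cytochrome P450 induced through the aryl hydrocarbon receptor, rose from 101 ± 9.96 to 154 ± 12.8 CPM, a log2 fold change of 0.61 (standard error 0.08, adjusted p = 0.000512). THOC7, a subunit of the THO complex of mRNA export, rose from 35.4 ± 2.56 to 53.4 ± 1.86 CPM, a log2 fold change of 0.59 (standard error 0.08, adjusted p = 0.000600). RPSAP47 had a log2 fold change of 0.98 (adjusted p = 0.000175), but it shares 35.5% of its 50-base stretches with other genes of its family, so its count is uncertain. The 10 largest rises were ranked among called protein-coding genes with a mean of at least 1 CPM and values that do not overlap. They included ZNF267 (log2 fold change 0.70, adjusted p = 0.00248) and ZNF117 (0.63, adjusted p = 0.00548), both zinc finger genes. No list of zinc finger genes was tested. ZNF267, COL1A1, IGFBP3, CYP1B1 and THOC7 kept the call when any 1 library was left out, and ZNF117 lost it without miR-NC mimic replicate 1 (adjusted p = 0.0508) and with the GC trend removed (0.0640, and 0.00394 with the replicate block as well). The median GC content was 39.5% in the higher genes. The number of higher genes was 1591 with the replicate number as a block, 58 with the GC trend of each library removed and 809 with both. It was 16, 87 and 163 without miR-NC mimic replicate 1, 2 or 3, and 144 and 180 without miR-412-3p mimic replicate 1 or 2.

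**Figure D5:**
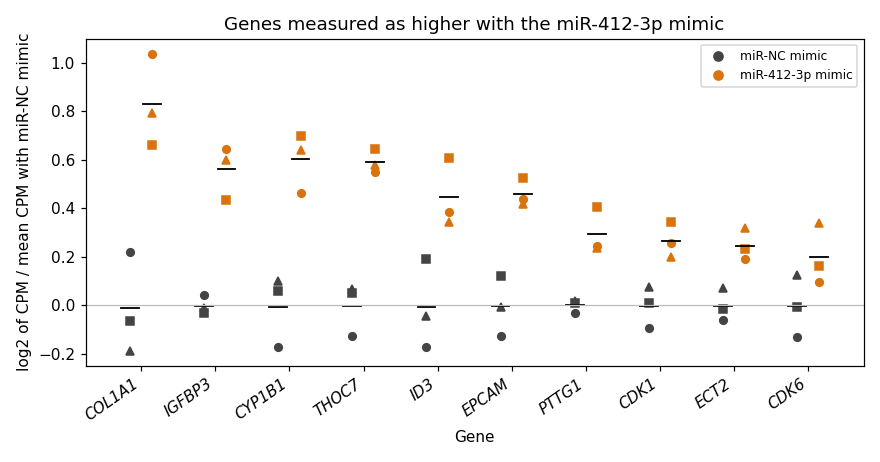
Genes higher with miR-412-3p mimic, and CDK6. The y axis is log2 of CPM divided by the mean CPM with miR-NC mimic, each point is 1 library (circle, square and triangle for replicates 1 to 3) and bars are group means; COL1A1 has the highest mean of the 10 genes drawn, and CDK6 did not pass the test (adjusted p = 0.145).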

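Of 30 genes of the G2 and M phases of the cell cycle, CDK1, PTTG1 and ECT2 rose with miR-412-3p mimic and none fell (8 higher when adjusted over the list alone, 15 higher and 1 lower with the replicate block). CDK1, the kinase that starts mitosis, rose from 176 ± 10.5 to 212 ± 10.9 CPM (SD, n = 3 per group), a log2 fold change of 0.27 (adjusted p = 0.0366 from edgeR). PTTG1, the securin that holds back the separation of sister chromatids, had a log2 fold change of 0.30 (adjusted p = 0.0288), and ECT2, which guides cell division after mitosis, of 0.25 (adjusted p = 0.0456). The median log2 fold change of the list was 0.14, with camera adjusted p = 0.000269, adjusted p = 0.612 with an estimated correlation and adjusted p = 0.0662 in fry. Its median GC content was 43.8%. Of 30 G1/S genes, only CCND1 passed, and it fell (1 lower when adjusted over the list alone, 7 higher and 3 lower with the replicate block). The G1/S list had camera adjusted p = 0.453, and 0.0289 with the replicate block and the GC trend removed, where it had adjusted p = 0.819 with an estimated correlation. Of 27 targets of TGF-beta and SMAD3, COL1A1, IGFBP3, ID3 and ID1 rose and 2 fell, among them LTBP2 (6 higher and 3 lower when adjusted over the list alone, 8 higher and 4 lower with the replicate block). ID3, an inhibitor of differentiation factors, had a log2 fold change of 0.45 (adjusted p = 0.0158). The TGF-beta list as a whole did not pass without correction (camera adjusted p = 0.397), and the median GC content of its listed genes, tested or not, was 55.4%. In the list of 26 BCL2 family genes and caspases, BIRC2, an inhibitor of apoptosis, and CYCS, cytochrome c, rose and none fell (3 higher when adjusted over the list alone, 4 higher and 1 lower with the replicate block), at camera adjusted p = 0.559. The median of this list was -0.0041 while its test pointed upward. BIRC2 had a log2 fold change of 0.43 (adjusted p = 0.00735) and CYCS of 0.35 (adjusted p = 0.0305). Of 30 genes of oxidative phosphorylation, COX6C and SDHD rose (2 when adjusted over the list alone, 7 higher and 2 lower with the replicate block), at camera adjusted p = 0.406, and 0.0171 without miR-412-3p mimic replicate 3. COX6C, a subunit of cytochrome c oxidase, had a log2 fold change of 0.40 (adjusted p = 0.00722). SDHD shares 27.7% of its 50-base stretches with other genes, so its count is uncertain. Over all listed genes, tested or not, the median GC content was 45.6% in the BCL2 and caspase list and 47.9% in the oxidative phosphorylation list.

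The G2/M call in camera at the preset correlation held when any 1 library was left out (adjusted p from 0.000185 to 0.00455), whereas CDK1, PTTG1, ECT2, ID3, BIRC2, CYCS, COX6C and SDHD lost their calls without miR-NC mimic replicate 1 (adjusted p from 0.0572 for COX6C to 0.272 for ECT2), and some also without another library, with the highest adjusted p at 0.143 for ECT2 and 0.120 for SDHD without miR-NC mimic replicate 2 and 3, and 0.0865 for CDK1, 0.161 for SDHD and 0.0890 for ECT2 without miR-412-3p mimic replicate 1, 2 and 3. With the GC trend of each library removed, CDK1, ECT2, BIRC2, CYCS, SDHD and LTBP2 lost the call (adjusted p = 0.346, 0.319, 0.0707, 0.166, 0.234 and 0.142), and PTTG1, ID3, ID1 and COX6C kept it (0.0301, 0.00966, 0.00850 and 0.0371). The log2 fold change was then 0.12 for CDK1 and ECT2, 0.30 for BIRC2, 0.28 for CYCS and 0.20 for SDHD. With the replicate block as well, CDK1 and ECT2 did not pass (0.0817 and 0.0722) and the others did. The TGF-beta list passed with the GC trend removed (camera adjusted p = 0.00401, and adjusted p = 0.468 with an estimated correlation).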

**Figure 7:**
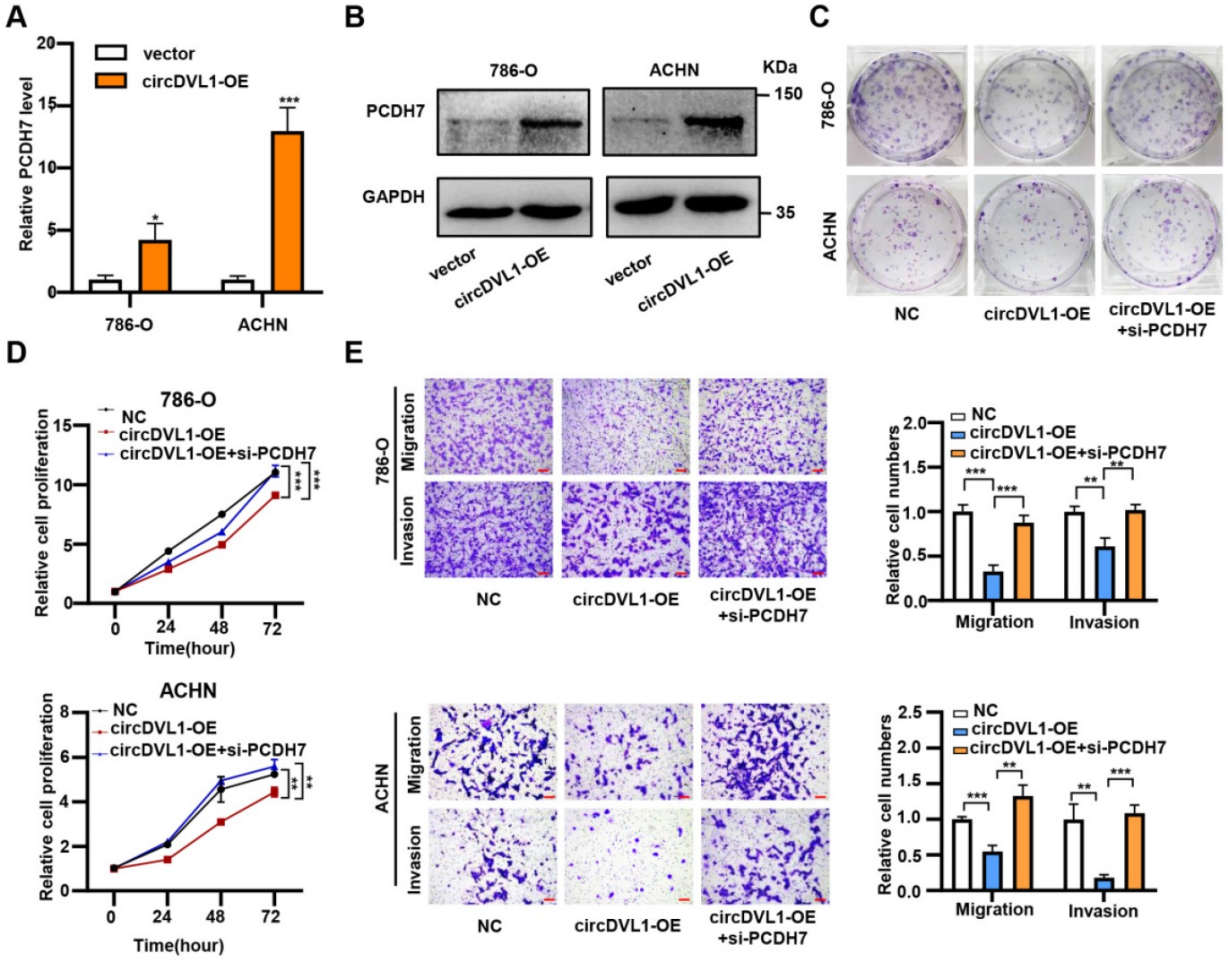
** CircDVL1 represses ccRCC progression via the miR-412a-3p-PCDH7 pathway. (A and B)** Relative mRNA and protein levels of PCDH7 were checked in 786-O and ACHN cells after transfected with control vector and circDVL1 overexpression vector using RT-qPCR and western blot. **(C and D)** Silencing of PCDH7 reversed circDVL1 overexpressing-induced cell proliferation and colony formation ability inhibition. **(E)** Silencing PCDH7 significantly reversed circDVL1 overexpressing-induced cell migration and invasion suppression. Scale bar, 100 µm. si-PCDH7, siRNA against PCDH7. circDVL1-OE, circDVL1 overexpression. NC, empty vector for overexpression. Data are exhibited as mean ± SD. *P < 0.05, ** *P* < 0.01, *** *P* < 0.001, **** *P* < 0.0001, no significant (NS).

**Figure 8:**
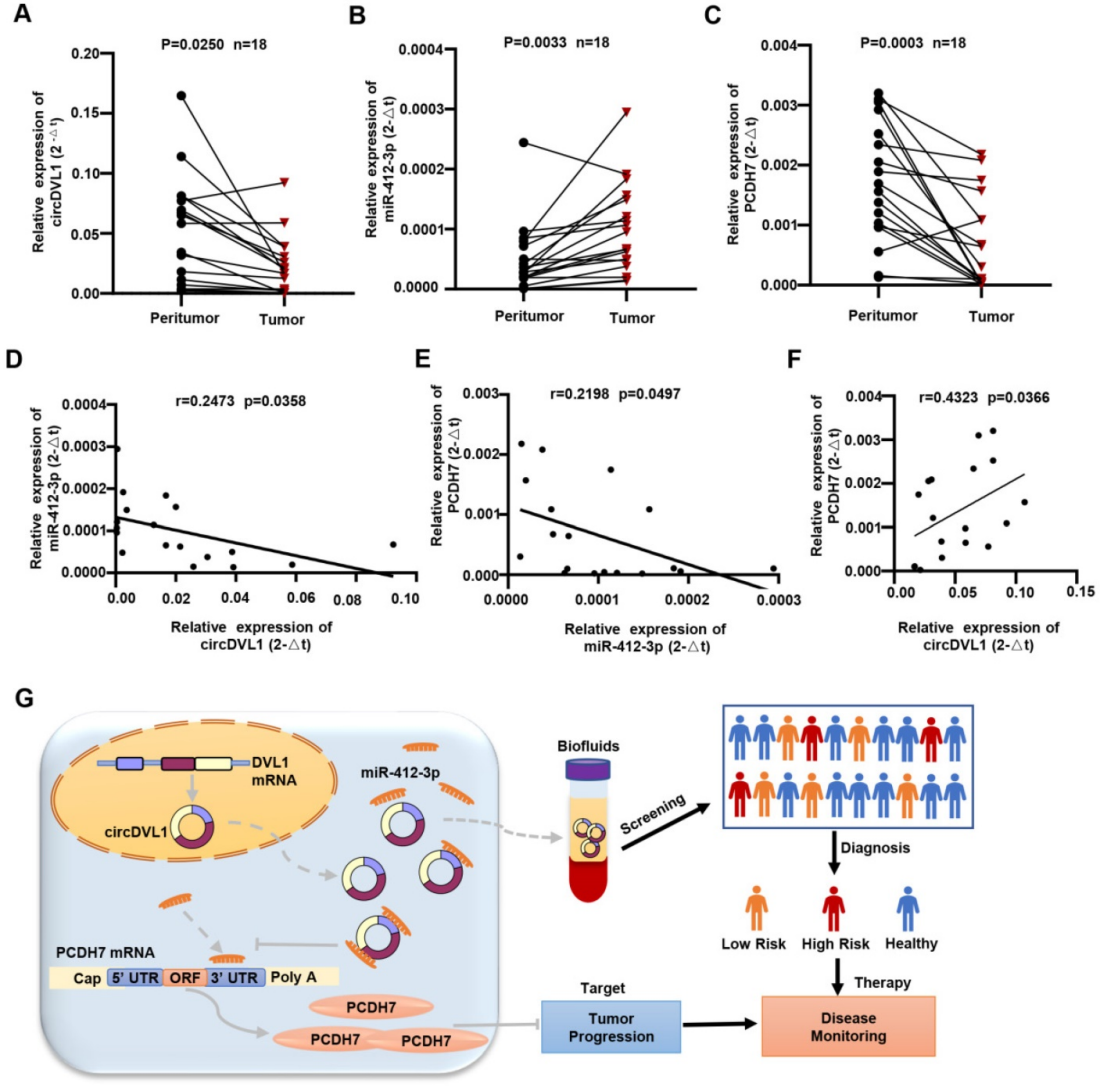
** CircDVL1 is decreased in human ccRCC tissues and correlates with miR-412a-3p and PCDH7. (A)** The expression of circDVL1 in 18 matched ccRCC and adjacent normal tissue samples was tested by RT-qPCR. **(B)** The expression of miR-412-3p was carried out by performing RT-qPCR assays in 18 matched ccRCC tumors and adjacent normal tissue. **(C)** The levels of PCDH7 in ccRCC tumor and adjacent normal tissues were measured using RT-qPCR (n = 18). **(D-F)** Pearson correlation analysis between circDVL1, miR-412-3p and PCDH7 expression in 18 ccRCC samples. **(G)** Schematic illustration of the mechanism through which circDVL1 inhibits ccRCC progression via regulating the circDVL1/miR-412-3P/PCDH7 pathway.

## Abbreviations

RCC: renal cell carcinoma
circRNAs: circular RNAs
ncRNAs: non-coding RNAs
miRNAs: microRNAs
FISH: fluorescence in-situ hybridization
ncRNA: non-coding RNA
qRT-PCR: quantitative real-time PCR
RIP: RNA immunoprecipitation
RNA-seq: RNA sequencing
TCGA: The Cancer Genome Atlas
UTRs: untranslated regions
DAPI: 4', 6-diamidino-2-phenylindole
PCDH7: protocadherin7
IHC: immunohistochemical staining

How the deposited data were processed for this re-analysis (not part of the article)

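RNA from 786-O cells transfected with miR-412-3p mimic or with miR-NC mimic was sequenced, with 3 libraries per group. The authors deposited a table of read counts per gene, in which each value is a whole count with no normalization, and a table in which each value is FPKM, scaled by the authors by gene length and by a library size that was 0.997 to 1.02 of the total count. Library construction and the first analysis were done by Novogene. The submitters' processing notes name HISAT2, StringTie and GRCh38, and the versions, the counting tool and its strand setting are not given in the sources used here. The FPKM table has 32838 rows, and its last line is incomplete and was left out. The count table has 58735 genes, all of which have the identifier and coordinates of GENCODE 29 (Ensembl 94) on GRCh38, and 30891 have at least 1 count. MIR412 has 0 counts in all 6 libraries, so the level of the mimic was not analysed here.

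Total counts were 15728350 to 19256353 per library, with a median of 17119001 for miR-NC mimic and 16395833 for miR-412-3p mimic. TMM factors were 0.992 to 1.01, and mitochondrially encoded genes took 6.51% to 7.31% of the counts, ribosomal RNA genes 0.932% to 1.10% and the 10 most abundant genes 7.26% to 8.07%. Every pair of libraries differed by more than counting noise (chi-square per degree of freedom 4.46 to 14.4 within a group and 8.52 to 26.6 across the groups), so no library appears again under another name. Libraries with the same replicate number deviated from their group means together (correlation across 10290 genes of 0.360, 0.464 and 0.426 for the same number and -0.309 to -0.128 for different numbers; genes are not independent replicates), so a fit with the replicate number as a block was run beside the fit on the group alone.

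Genes were filtered with filterByExpr on the group, which left 15450 genes, 12665 of them protein-coding. They were tested with edgeR 4.0.16 (TMM, glmQLFit with robust = TRUE, glmQLFTest, two-sided) in R 4.3.3, with Benjamini-Hochberg adjusted p under 0.05 and no fold change minimum. The 26 gene lists were tested with camera of limma 3.58.1 at a preset correlation of 0.01, with Benjamini-Hochberg adjustment over the lists, beside camera with the correlation estimated from the data and fry. Lists of cell type markers were given as levels. Genes with a seed match of miR-412-3p in the longest annotated 3′UTR were compared with the other genes that have a 3′UTR by camera, by Fisher's exact test, and by the rank of the seed heptamers among all heptamers found in at least 100 genes. Python 3.11.15 with numpy 2.4.6 and scipy 1.17.1 was used for the sequences, and matplotlib 3.10.9 for the plots.

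The genes named are the 9 genes of Fig. 6B, CDK6, BCL2, BAX, MKI67 and DVL1, the 10 protein-coding genes with the largest fold change in each direction among those past the threshold with a mean of at least 1 CPM and values that do not overlap between the groups, the 5 genes with the smallest p in each direction, and up to 4 genes past the threshold per list (where none passed, up to 2 members given as values). Some genes that meet this rule are not reported here. Tested alternatives were RLE and upper quartile factors, no filter and a stricter filter on counts (1 CPM in a group and a mean count of 50), DESeq2 1.42.0, limma-voom, an adjusted p under 0.01, an absolute log2 fold change of at least 1, protein-coding genes only, limma-trend on log2 FPKM with a pseudocount of 1 or 0.1 and a minimum of 0.5 FPKM in 3 libraries or none, the replicate block, each library left out in turn, and other definitions of the seed match. Alternatives added after seeing the data were DESeq2 without independent filtering and the removal of each library's trend with GC content, alone or with that of gene length, with and without the replicate block. The trends were natural splines with 5 degrees of freedom, with GC content limited to 30% to 70%, fitted on genes with a mean log2 CPM above 1 and entered as offsets.

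The tests were tried on simulated data. With 200 genes changed and no GC trend, edgeR found 73.1%, 80.6% and 92.4% of the genes changed by a log2 fold change of 0.5, 1 and 2 (49, 54 and 61 genes), and called 17 unchanged genes. With the GC trend of the real libraries it found 55.2%, 91.0% and 97.0% (37, 61 and 64 genes) and called 91 unchanged genes, and with the trend removed 52.2%, 92.5% and 97.0%, and 14 unchanged genes. The 91 are a far larger share of the calls than an adjusted p under 0.05 allows, in the uncorrected fit that gave the main calls. The 17 with no trend were also above that share. A list of 30 genes raised by 0.3 had camera adjusted p = 2.90e-13, and no other list passed. All simulations drew genes independently and did not pair replicates, and the simulation of the list had no GC trend. It therefore gives no rate of false list calls for the real libraries, where up to 6 lists passed in splits other than the real one.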

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

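The tests of the GC trend as a cause of the calls, of gene length and of a larger share of dividing cells were chosen after the result was seen, and the tests of depth, of the GC trend for the G2/M genes and of other splits of the libraries before it.

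The text of the paper discusses the genes lower with miR-412-3p mimic, and 305 genes that were higher with it stand outside that discussion. The 6 libraries allow 10 splits into 3 and 3, which are too few for a share under 0.05. The real split gave 647 changed genes in edgeR's test, 342 lower and 305 higher, and the highest of the other splits gave 0 for each of these counts. It gave 6 of the 9 genes of Fig. 6B against 0, but the paper chose these genes as lower in the real split, so this comparison decides nothing. With the replicate number as a block, the real split gave 3111 changed genes and the 3 other splits that part as many pairs gave 0 in edgeR's test. The lists past the threshold numbered 5 in the real split and 6 in the highest of the others. With the replicate block they numbered 6 in the real split, and 4, 0 and 0 in the 3 other splits that part as many pairs. These splits with the block are also too few for a share under 0.05. Both counts of the real split include the list of Fig. 6B, which the paper chose as lower in the real split. Both also include the protocadherin list and the chondroitin and heparan sulfate list, which hold PCDH7 and CHST11 of Fig. 6B.

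Genes lower with miR-412-3p mimic were rich in GC and genes higher with it were poor in GC. Against the GC trend of the libraries as the whole cause of the calls, 122 of the 647 genes called kept their call and direction with that trend removed, and 553 of the 647 did with the replicate number as a block as well. Against gene length and against depth, the rank correlation of fold change and GC content across genes, which are not independent replicates, was -0.463 at fixed gene length and -0.431 with all libraries thinned to 1 total. Of the 525 calls that ended without the block, 431 held with it, with a median of 73.2% of the log2 fold change left (quartiles 65.3% and 85.6%). The other 94 had 51.0% left (46.7% and 58.0%). Splitting the genes by whether the call held by itself favours more fold left in the 431, so this difference is no separate result. The block by itself gave 3111 changed genes, and 1680 with the trend removed as well. For the part of the fold change that went with the trend, in the 431 as in the 94, its cause stays open. The GC trend and an effect of the mimic on GC-rich mRNAs, which was not tested, cannot be told apart. This is because the rank correlation with GC content was lower with the mimic at every replicate number (changes of -0.598, -0.568 and -0.399). With the trend removed, the median log2 fold change of all 647 went from -0.41 to -0.34 and from 0.33 to 0.25, without and with the block.

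Genes of the G2/M list, which the paper does not discuss for these libraries, were higher as a group (camera adjusted p = 0.000269, with 25 of 30 members above 0), a call that ended with an estimated correlation (adjusted p = 0.612) and in fry (adjusted p = 0.0662). With the GC trend removed the list had camera adjusted p = 0.000850 (adjusted p = 0.545 with an estimated correlation) and a median log2 fold change of 0.094, with 27 members above 0, and with the block as well 0.00131 (0.789 with an estimated correlation). A 95% bootstrap interval of that median was added after the median was seen. It resampled the 30 genes, which are not independent replicates, and not the libraries. The interval, 0.0709 to 0.125, reaches below 0.0715, which is 0.5 times the uncorrected median (0.0697 to 0.125 against 0.0718 with the block), so the part of the rise due to the GC trend stays open. A larger share of dividing cells would also raise the G1/S list, whose camera p was 0.209 without correction and 0.0180 with the GC trend removed. Adjusted over the lists these were 0.453 and 0.0667. With the block as well the adjusted p was 0.0289, or 0.819 with an estimated correlation, so the test leaves a larger share of dividing cells open. MKI67, a marker of dividing cells, had a log2 fold change of -0.16 (adjusted p = 0.380 from edgeR, 0.0280 with the replicate block and 0.0563 with the block and the GC trend removed).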

How the results depend on the processing

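The corrections for GC content and gene length, and DESeq2 without independent filtering, were chosen after seeing the data. The counts depended on the setting, and the cause was not tested for any value below unless the construction of the setting shows it. Of 86 genes named, RLE factors left 84 on their side of the threshold, upper quartile factors 82, no filter 84, limma-voom 84 and the replicate block 78, with the other 8 newly past it. The GC correction left 47 (37 lost the call), GC and gene length 52 (31 lost), the block with GC 74 (5 lost, 5 newly past), DESeq2 without independent filtering 70 (15 lost), an adjusted p under 0.01 41 (45 lost), a log2 fold change of at least 1 28 (58 lost), limma-trend on FPKM with no filter 18 (68 lost) and 1 library left out 33 to 71 (52 lost without miR-NC mimic replicate 1, 7 without miR-412-3p mimic replicate 3). For the genes changed by miR-412-3p mimic, the block gave 3111, 1520 lower and 1591 higher, and apart from the values given with it in the text it changed no other call of a gene or list named. Leaving out 1 library reduces the samples, and gave 56 to 955 changed genes, 40 to 564 lower and 16 to 391 higher: 56 (40 and 16) without miR-NC mimic replicate 1, 249 (162 and 87) without replicate 2, 368 (205 and 163) without replicate 3, and 346 (202 and 144), 421 (241 and 180) and 955 (564 and 391) without miR-412-3p mimic replicate 1, 2 and 3. The genes of Fig. 6B past the threshold were 2 to 9, with 2 without miR-NC mimic replicate 1 or miR-412-3p mimic replicate 1, and the lists past it 2 to 7, with 3 without miR-NC mimic replicate 2 or 3 or miR-412-3p mimic replicate 1 and 2 without miR-412-3p mimic replicate 2. An adjusted p under 0.01 is a stricter rule and gave 75 changed genes (49 lower, 26 higher, 2 of Fig. 6B), and a log2 fold change of at least 1 gave 18 (16, 2 and 0). No filter on low counts gave 516 lower genes. On FPKM, limma-trend gave 5 changed genes (5 lower, 0 higher, 0 of Fig. 6B) with a pseudocount of 1, 2 (2, 0 and 0) with 0.1 and 0 (0, 0 and 0) with no filter, where edgeR, DESeq2 and limma-voom on the counts gave 647, 764 and 648.

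Of the genes changed by miR-412-3p mimic there were 135 with the GC trend removed (77 lower, 58 higher, 3 of Fig. 6B), with GC and gene length 255 (137 and 118), with the block and GC 1680 (871 and 809) and with the block, GC and gene length 1644 (766 and 878). Lists past the threshold were 0 with the estimated correlation in camera and 3 with fry, against 5 in camera with the preset correlation. The 3 and the 5 each include the list of Fig. 6B, which the paper chose on these samples. The 5 also include the protocadherin list and the chondroitin and heparan sulfate list, which hold PCDH7 and CHST11 of Fig. 6B. Directions turned for values that did not pass the test without correction. The log2 fold change of BAX was 0.044 with GC, 0.0032 with GC and length, 0.040 with block and GC and 0.00088 with block, GC and length, and -0.16 to 0.035 with 1 library left out. That of BCL2 was 0.036 with GC and length and 0.038 with the block added (-0.10 to 0.016 with 1 library left out), and that of H2AFZ 0.017 with GC and 0.0020 with block and GC (-0.17 to 0.097). MT-CO1 was at -0.0030 with block, GC and length (-0.0060 to 0.089), and with 1 library left out H3F3B was at -0.14 to 0.00050, GAPDH at -0.016 to 0.039 and RPS2 at -0.045 to 0.11. Camera adjusted p with the direction turned was 0.655 and 0.629 for the blotted proteins and Ki67 and 0.945 and 0.950 for interferon-stimulated genes (GC and length, without and with the block), and 0.637, 0.783, 0.634 and 0.710 for MAPK feedback genes and 0.769, 0.274, 0.909 and 0.406 for mitochondrially encoded genes (GC, GC and length, and both with the block). With 1 library left out, lists whose direction turned had camera adjusted p of 0.790 to 0.982 (blotted proteins and Ki67), 0.473 to 0.867 (mesenchymal), 0.182 to 0.911 (NF-kB), 0.554 to 0.925 (miRNA pathway), 0.617 to 0.964 (MAPK feedback), 0.388 to 0.930 (stress response), 0.193 to 0.898 (histone), 0.473 to 0.937 (mitochondrially encoded), 0.00575 to 0.911 (ribosomal protein, where 0.00575 is without miR-412-3p mimic replicate 3) and 0.226 to 0.836 (immediate early and heat shock). For genes with a seed match the direction turned to lower at camera p = 0.471 with 8mers only, 0.247 with 7mer-m8 and 8mers, 0.0448 with GC, 0.693 with GC and length, 0.0354 with block and GC and 0.684 with block, GC and length, at p = 0.130 against 10000 random sets matched on 3′UTR length (permutation test), and the camera p was 0.415 to 0.978 with 1 library left out. The heptamer GTGAAGA stood at 16.9%, 16.2%, 17.1% and 16.4% from the lowest with GC, GC and length, and both with the block, against 61.8% without correction.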

Differences from the paper's values

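No count differed from the paper's by more than 1.5 times: 342 genes were lower here, where the paper's text gives 392, and 305 were higher, where the paper shows about 390 in Fig. 6A, read by eye. Fig. 6A prints the same number for higher and lower genes, so the paper's count of higher genes is uncertain. The statistics section of the paper gives a P-value under 0.05 for the whole study, and the text names no test and no adjustment for these counts. The threshold used here is the line drawn in Fig. 6A, on adjusted p. With DESeq2, an alternative set before the data were examined, 381 genes were lower and 383 higher, and 381 matches the sum of the numbers in the RNA-seq circle of Fig. 6B.

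The paper counts the 9 genes of Fig. 6B among the genes lower in these libraries. All 9 were lower on average here, and 6 of 9 passed the test. PTPN14 (adjusted p = 0.0702 from edgeR), SMAD3 (0.0950) and ZBTB20 (0.0997) did not. Of the alternatives set before the data were examined, DESeq2 (adjusted p = 0.0342, 0.0342 and 0.0118), the replicate block (0.000376, 0.00232 and 7.48e-05) and the fit without miR-412-3p mimic replicate 3 (0.0130, 0.0299 and 0.00471) called PTPN14, SMAD3 and ZBTB20, and with each of these all 9 passed. Without a filter on low counts PTPN14 (0.0387) and ZBTB20 (1.46e-06) passed, and with limma-voom ZBTB20 did (0.0291). Over all alternatives the number of the 9 genes past the threshold ran from 0 to 9. Of the settings chosen after seeing the values, the block with the GC trend removed called all 9. The block with GC and gene length called 7 of the 9, with PTPN14 (0.0342) and ZBTB20 (5.50e-05) among them; ELMSAN1 lost its call (0.102) and SMAD3 still did not pass (0.0633). GC and gene length called 5 of the 9, with ZBTB20 (0.0418) among them; DAG1 (0.0719) and ELMSAN1 (0.454) lost their calls, and PTPN14 and SMAD3 still did not pass. DESeq2 without independent filtering called 6 of the 9, with ZBTB20 (0.0313) among them; PCDH7 lost its call (0.0615), and PTPN14 and SMAD3 still did not pass. The RT-qPCR of Fig. 6C is another assay and was not compared.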

Other observations

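The tests of a fall hidden by the GC trend were chosen after the result was seen, and the test on simulated falls before it.

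For the same cell line, mimic and control, the paper blots more CDK6 and BCL2 protein and less BAX protein with the mimic. The mRNA of CDK6, a kinase of the G1 phase, was at 303 and 348 CPM. Its log2 fold change was 0.20 (adjusted p = 0.145 from edgeR, 0.00169 with the replicate block and 0.157 with the block and the GC trend removed). The mRNA of BCL2 was at 49.6 and 48.6 CPM (log2 fold change -0.030, adjusted p = 0.882, and 0.797 with the block). That of BAX was at 182 and 173 CPM (log2 fold change -0.072, adjusted p = 0.706, and 0.245 with the block). The rise of CDK6 mRNA thus passed only with the block, and no change of BCL2 or BAX mRNA was shown. The blots measure protein and were not compared by a test. MKI67 was at 442 and 395 CPM. DVL1, the host gene of circDVL1, was at 92.6 and 82.1 CPM (log2 fold change -0.17, adjusted p = 0.247, 0.0145 with the replicate block and 0.685 with the block and the GC trend removed), a count of all its transcripts that does not measure the circular RNA. The list of CDK6, BCL2, BAX and MKI67 had camera adjusted p = 0.950, and the 10 tested genes among the others that the paper names had 0.772, with no member past the threshold in edgeR (1 higher when adjusted over the list alone, 1 higher and 2 lower with the replicate block). Camera looks for a shift of a list in 1 direction, and the blotted proteins moved in both directions. The value of 0.950 therefore cannot bear on the blots.

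In the other lists few genes passed and no list did. Of 23 YAP/TAZ targets, ANKRD1 (log2 fold change -0.52, adjusted p = 0.0187) and ASAP1 (-0.35, adjusted p = 0.0215) fell and IGFBP3 rose (5 lower and 1 higher when adjusted over the list alone, 8 lower and 4 higher with the replicate block; camera adjusted p = 0.406). Of 23 p53 targets, CDKN1A (-0.27, adjusted p = 0.0331) and GDF15 (-0.28, adjusted p = 0.0255) fell (2 lower when adjusted over the list alone, 5 lower and 1 higher with the block; camera adjusted p = 0.301). Of 29 interferon-stimulated genes, HERC5 rose (0.40, adjusted p = 0.0298) and 1 gene fell (1 and 1 when adjusted over the list alone, 3 and 2 with the block; camera adjusted p = 0.776). Of 18 NF-kB genes, CXCL2 rose (0.28, adjusted p = 0.0390) and TNFAIP2 fell (-0.25, adjusted p = 0.0392; 2 higher and 4 lower when adjusted over the list alone and with the block; camera adjusted p = 0.731). Of 22 MAPK feedback genes, IER3 rose (0.31, adjusted p = 0.0211) and CCND1 and EPHA2 (-0.24, adjusted p = 0.0475) fell (3 and 3 when adjusted over the list alone, 4 and 3 with the block; camera adjusted p = 0.950). Of 30 stress response genes, HSP90B1 rose (0.25, adjusted p = 0.0497) and SLC7A5 fell (-0.28, adjusted p = 0.0305; 1 and 1 when adjusted over the list alone, 6 and 4 with the block; camera adjusted p = 0.853). Of 24 miRNA pathway genes, CNOT7 rose (0.26, adjusted p = 0.0456; 1 when adjusted over the list alone, 2 higher and 4 lower with the block; camera adjusted p = 0.918, and 0.0347, pointing lower, with the block and the GC trend removed, or 0.789 with an estimated correlation). Of 23 cholesterol synthesis genes, CYP51A1 fell (-0.60, adjusted p = 0.0371; 4 lower when adjusted over the list alone, 6 lower and 1 higher with the block; camera adjusted p = 0.731), but it shares 88.9% of its 50-base stretches with other genes. Without miR-NC mimic replicate 1, none of these genes other than IGFBP3 passed (adjusted p from 0.0626 for ANKRD1 to 0.288 for HSP90B1). Without another library some of them did not pass either, with the highest adjusted p at 0.159 for EPHA2 without miR-NC mimic replicate 2, 0.112 for HSP90B1 without replicate 3, and 0.117 for EPHA2, 0.0993 for CNOT7 and 0.0629 for CYP51A1 without miR-412-3p mimic replicate 1, 2 and 3. With the GC trend removed, ANKRD1, ASAP1, IER3 and IGFBP3 kept the call, and with the block as well all of these genes passed but TNFAIP2 (adjusted p = 0.0550), EPHA2 (0.0865) and CNOT7 (0.211).

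No gene of the histone, mitochondrially encoded, ribosomal protein or immediate early and heat shock lists passed edgeR's test (0, 0, 0 and 1 when adjusted over the list alone, and 0, 5, 10 and 5 with the replicate block), with camera adjusted p = 0.738, 0.776, 0.559 and 0.772. JUN had a log2 fold change of -0.19 (adjusted p = 0.123, 0.00452 with the block and 0.229 with the block and the GC trend removed) and HSPA8 of 0.22 (adjusted p = 0.119, 0.00121 with the block and 0.00214 with the block and the GC trend removed). PAX8, a transcription factor of the kidney lineage, was at 477 and 375 CPM (adjusted p = 0.0122), and VIM, vimentin, at 817 and 988 CPM (adjusted p = 0.0459). Both lost the call with the GC trend removed (0.0776 and 0.0965), and passed with the block as well (0.000486 and 0.000651). Of markers of other cells, ITGAM was at 3.55 and 2.55 CPM, PDGFRB at 5.72 and 5.21 CPM, DCN at 2.39 and 3.16 CPM, CUBN at 0.859 and 0.580 CPM, INA at 11.0 and 9.02 CPM, DPYSL3 at 8.15 and 8.71 CPM and NEFM at 1.10 and 0.787 CPM. THY1 was at 321 and 275 CPM (adjusted p = 0.0637, 0.000670 with the block and 0.0578 with the block and the GC trend removed), and NEFL at 47.4 and 37.8 CPM (adjusted p = 0.0324, 0.0716 with the GC trend removed and 0.00222 with the block as well).

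Genes with a seed match of miR-412-3p in the 3′UTR were not lower as a group: 2714 genes with a match against 9881 without had camera p = 0.984, and 70 of 321 lower genes had a match, 21.8% against 21.5% of the other genes (Fisher's exact test, two-sided, p = 0.891). The 10 splits of the libraries are too few for a share under 0.05, with -log10 p at 0.0069 in the real split and 2.51 in the highest of the others. Against a fall hidden by the GC trend, the seed heptamer GGTGAAG stood at 23.4% from the lowest of all heptamers with that trend removed and at 21.6% with the block as well, although the camera p was then 0.0448, with an estimated correlation 0.0726, and 0.693 with gene length removed as well. Without correction GGTGAAG stood at 24.3%. The other seed heptamer, GTGAAGA, stood at 61.8% without correction, 16.9% with the GC trend removed and 17.1% with the block as well. The correction thus moved GTGAAGA toward the lowest, which leaves a small hidden fall open. A fall too small to show may remain: simulated falls of 0.1 put the heptamer at 0.0063% from the lowest in every draw, but the simulation had no trends with GC content or length and drew genes independently, so it excludes nothing.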
